# Non-canonical RNA substrates of Drosha lack many of the conserved features found in primary microRNA stem-loops

**DOI:** 10.1038/s41598-024-57330-5

**Published:** 2024-03-20

**Authors:** Karen Gu, Lawrence Mok, Matthew J. Wakefield, Mark M. W. Chong

**Keywords:** Computational biology and bioinformatics, Molecular biology

## Abstract

The RNase III enzyme Drosha has a central role in microRNA (miRNA) biogenesis, where it is required to release the stem-loop intermediate from primary (pri)-miRNA transcripts. However, it can also cleave stem-loops embedded within messenger (m)RNAs. This destabilizes the mRNA causing target gene repression and appears to occur primarily in stem cells. While pri-miRNA stem-loops have been extensively studied, such non-canonical substrates of Drosha have yet to be characterized in detail. In this study, we employed high-throughput sequencing to capture all polyA-tailed RNAs that are cleaved by Drosha in mouse embryonic stem cells (ESCs) and compared the features of non-canonical versus miRNA stem-loop substrates. mRNA substrates are less efficiently processed than miRNA stem-loops. Sequence and structural analyses revealed that these mRNA substrates are also less stable and more likely to fold into alternative structures than miRNA stem-loops. Moreover, they lack the sequence and structural motifs found in miRNA stem-loops that are required for precise cleavage. Notably, we discovered a non-canonical Drosha substrate that is cleaved in an inverse manner, which is a process that is normally inhibited by features in miRNA stem-loops. Our study thus provides valuable insights into the recognition of non-canonical targets by Drosha.

## Introduction

MicroRNAs (miRNAs) are small RNAs, ~ 22 nucleotides (nt) in length, that play a crucial role in regulating gene expression^1,2^. Mature miRNAs are generated from stem-loop structures embedded within primary (pri)-miRNA transcripts^3,4^. The biogenesis of most miRNAs requires two RNase III enzymes, Drosha and Dicer, that process precursors in a stepwise manner^3,4^. Drosha interacts with a dimer of the RNA-binding protein Dgcr8 to form the microprocessor complex^5–7^. In the nucleus, the microprocessor binds to and cleaves the stem-loop structure in the pri-miRNA, releasing a precursor (pre)-miRNA stem-loop intermediate from the flanking single-stranded RNA (ssRNA) segments^3,4^. The pre-miRNA is exported to the cytoplasm where it is further processed by Dicer. Dicer cleaves two helical turns (~ 21–22 bp) away from the Drosha cleavage sites, generating a miRNA duplex^3,4^. This miRNA duplex is then bound by an Argonaute protein and one (passenger) strand quickly dissociates while the other (guide) strand remains with the Argonaute to form the core of the miRNA-induced silence complex (miRISC)^8^. The mature miRNA guides the complex to target mRNAs that have complementarity to its seed region (2–7 nt from the 5’ end of the miRNA) to induce gene repression^2,3^.

Accurate processing of miRNA precursors is crucial because even a single nucleotide shift in the seed sequence can result in miRISC binding to a different set of mRNA targets. Because cleavage of the pre-miRNA by Dicer is at least partially dependent on the position of Drosha cleavage^9^, precise cleavage by Drosha is particularly critical. Pri-miRNAs have been shown to contain multiple sequence and structure motifs that ensure accurate Drosha cleavage.

Structurally, an optimal miRNA stem-loop has an extensively base-paired stem of ~ 35 ± 1 bp^10^ and a terminal loop that is larger than 10 nt^11^. Two strands of the stem are connected by a ssRNA apical loop and flanked by unstructured ssRNA segments at the base. The microprocessor binds to the dsRNA stem, with Dgcr8 positioned towards the apical loop and Drosha towards the base with the catalytic site located one helical turn (~ 11 bp) away from the basal junction^12,13^. Multiple motifs have been identified in miRNA stem-loops that are crucial for ensuring accurate Drosha cleavage. These motifs include the basal UG motif, the apical UGU/GUG (UGU) motif, the CNNC motif, the mGHG motif, and the midBMW motif^10,14–16^. These appear to be redundant as the presence of a single motif is sufficient to enable efficient and accurate cleavage by Drosha^10^. This explains why most natural pri-miRNAs have only a subset of motifs. In addition to the motifs present on the pri-miRNA stem-loop and its adjacent regions, recent studies have shown that several suboptimal stem-loops require an optimal stem-loop on the same transcript for efficient processing^17,18^.

Beyond pri-miRNAs, Drosha can also cleave mRNAs that harbor stem-loops resembling those in the pri-miRNAs^19^. However, the stem-loop products from this process rarely enter the miRNA biogenesis pathway. Instead, this cleavage primarily destabilizes the mRNA, leading to the repression of target gene expression. Direct Drosha cleavage-mediated gene repression has been demonstrated for the *Dgcr8*^20–22^, *Myl9*, *Todr1*^23^, *Ngn2*^24^, and *Nfib*^25^ mRNAs. Drosha cleavage of the *Dgcr8* mRNA has been observed in many cell types. Because Dgcr8 is part of the microprocessor, this cleavage is thought to function as an autoregulatory mechanism. Drosha cleavage of the other mRNAs has largely been observed in pluripotent stem cells and cleavage plays a crucial role in maintaining the pluripotency of these cells^19^.

High-throughput sequencing suggests that there may be dozens of mRNAs that are cleaved by Drosha^26,27^. While the features of pri-miRNA stem-loops have been extensively studied, the Drosha-targeted mRNAs have not been as well characterized. In this study, we employed high-throughput sequencing to capture Drosha-cleaved polyA RNA in mouse embryonic stem cells (ESCs) and characterized the features of these non-canonical stem-loop substrates of this enzyme. We show that while Drosha cleaved pri-miRNA stem-loops and mRNA stem-loops may appear similar at a superficial level, there are fundamental differences between these two groups of substrates.

## Results

### Capturing Drosha-cleaved polyA RNAs by Degradome-seq

Drosha is known to cleave mRNA in mouse ESCs^26^. To characterize the non-canonical RNAs that are directly cleaved by Drosha in mouse ESCs, we employed Degradome sequencing (Degradome-seq) to capture polyA-tailed RNAs with a 5′ monophosphate (5′P), a hallmark of Drosha-mediated cleavage (Fig. 1a). The Degradome-seq libraries were constructed essentially as described by Karginov et al.^26^ (Supplementary Fig. S1). PolyA RNA was first extracted, and an RNA linker was ligated to RNAs with a 5’P. The RNAs were then reverse transcribed with a random hexamer attached to a second (DNA) reverse linker sequence. PCR with primers against the 5′ and reverse linkers amplified fragments that have been endonucleolytically cleaved. To determine which cleavage sites are dependent on Drosha, we compared the sites between Drosha-deficient and control ESCs. These cells harbor a LoxP-flanked *Drosha*^*fl/fl*^ allele and CreERT2 knocked into the *Rosa26* locus^28^. Addition of 4-hydroxytamoxifen ablated Drosha expression and consequently the expression of canonical miRNAs, like miR-16 and miR-191, while the expression of the non-canonical miRNAs that are independent of Drosha, like miR-320 and miR-484^29^, were unaffected (Supplementary Fig. S2a and b). Two independent libraries were generated from both Drosha-deficient and control cells, each resulting in ~ 20 million reads mapping uniquely to the mouse reference genome GRCm38 (mm10; Supplementary Table S1).

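The Drosha-deficient cells were treated with 100 nM 4-hydroxytamoxifen for 72 h and harvested 48 h after its removal, and the control cells were untreated cells of the same line, with 2 libraries in each group. Because the linker is ligated to RNA that carries a 5′P, the first base of a read marks the end that was ligated. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with STAR and counted the reads that start at each position of each strand. They deposited these values at their pile-up sites for each library, as RPM of mapped reads, without pooling the replicates. Reads mapped uniquely or to several places, which the RPM values rest on, numbered 28682300 and 29228747 in the control libraries and 31000283 and 28775214 in the Drosha-deficient libraries. Of these, 37.6% and 41.8% mapped to several places in the control libraries, and 26.9% and 28.7% in the Drosha-deficient libraries. A floor of 3 reads corresponds to between 0.0968 and 0.105 RPM. This floor covers counting error only. The deposited table holds 3919 sites, which together take 12.6% and 12.4% of the mapped reads of the control libraries and 8.93% and 8.69% of those of the Drosha-deficient libraries. The 10 sites with the highest RPM make up 61.5% and 68.3% of these values in the control libraries and 50.4% and 58.4% in the Drosha-deficient libraries. Log2 of RPM plus 0.1 was compared between the groups with limma, using empirical Bayes variances with a mean-variance trend, and p-values were adjusted over the 3919 sites by the method of Benjamini and Hochberg (FDR). A site was called decreased at a log2 fold change under −1.5 and increased at one over 1.5, in both cases with an FDR under 0.05. The pseudocount, the scaling of the libraries and the number of sites in the adjustment can change these calls. Sites were placed in exons, introns and UTRs by the GENCODE vM21 annotation of GRCm38.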

**Figure 1:**
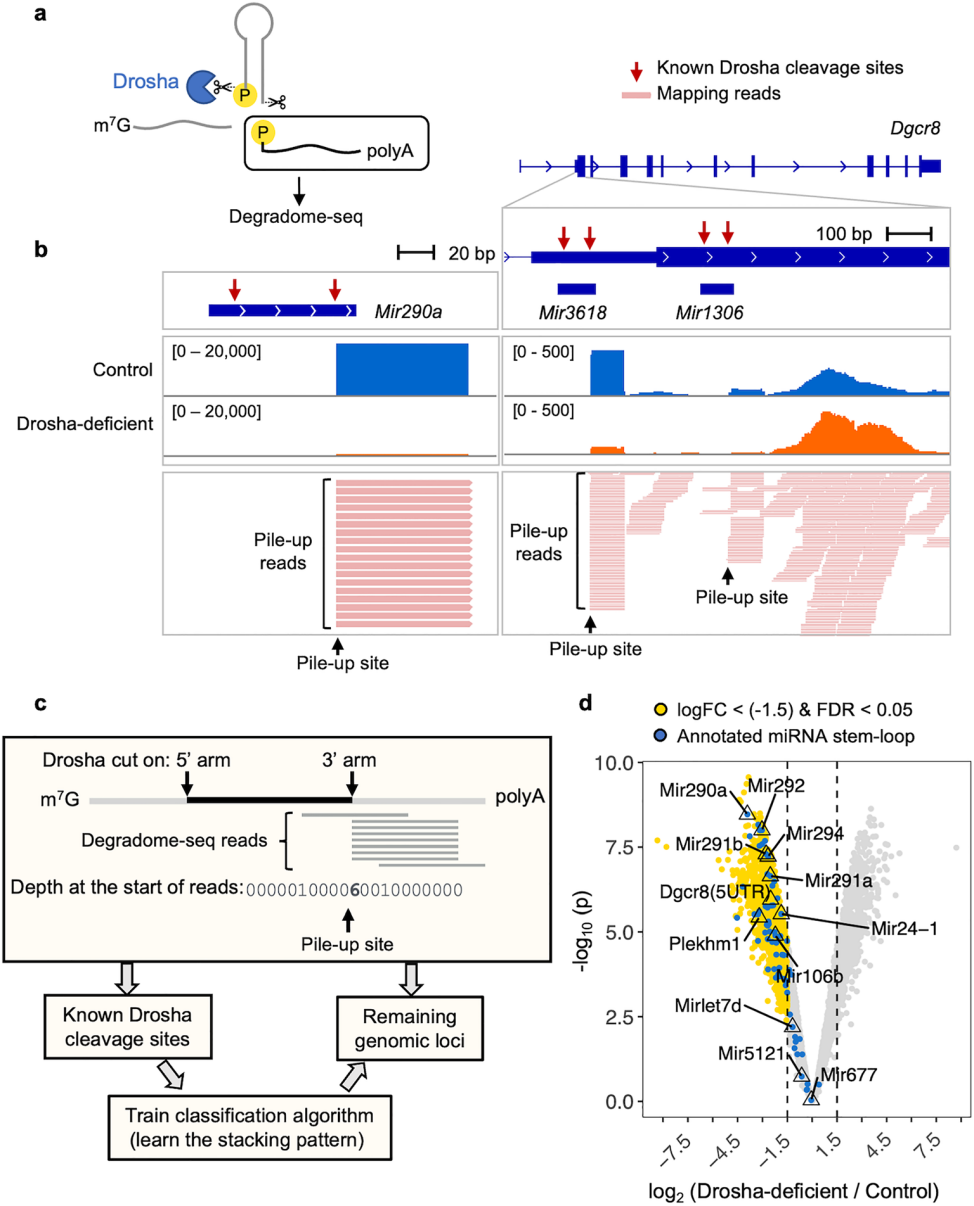
Analysis pipeline for identifying Drosha-dependent cleavage sites captured by Degradome-seq. (**a**) Degradome-seq captures polyA-tailed RNA with a 5’P, which is the hallmark of Drosha cleavage. (**b**) Example of Degradome-seq reads mapping to a miRNA gene (*Mir290a)* locus (left) and the stem-loops within the 5’UTR and CDS of *Dgcr8* (right). Both stem-loops in *Dgcr8* are also annotated as miRNAs. The gene/miRNA genomic positions are indicated in the top panel, with identified cleavage sites indicated by red arrows. Read depth for control and Drosha-deficient cells are shown in the next two tracks (representative of two replicates), with the data range for each track indicated in square brackets. The last track shows a collapsed view of aligned reads. (**c**) Schematic of the pipeline used to identify pile-up sites in Degradome-seq libraries. For each genomic locus, the depth at the start of the Degradome-seq reads was counted. The pile-up at annotated miRNA stem-loops (i.e. known Drosha cleavage sites) was used to train the classification algorithm for identifying the stacking pattern of Drosha-cleaved RNAs. The trained algorithm was then applied to the remaining genomic loci to identify those with similar stacking patterns. (**d**) Volcano plot of site pile-ups comparing Drosha-deficient and control ESCs. Sites that are significantly decreased (logFC < [− 1.5] and FDR < 0.05, 913 sites) in Drosha-deficient cells are indicated in yellow. Known cleavage sites on annotated miRNA stem-loops are indicated in blue.

We first assessed the quality of our Degradome-seq libraries. Even though the libraries were polyA enriched, the reads that mapped to the protein-coding genes do not skew towards the polyA tail, indicating that the libraries were not position-biased (Supplementary Fig. S2c). 

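Across the 3919 pile-up sites, which are not independent replicates, the squared Pearson correlation of log10 of RPM plus 1 was 0.931 between the control libraries and 0.947 between the Drosha-deficient libraries. The first control library was above the second by a median of 0.32 on the log2 scale (SD over sites 0.58), and the first Drosha-deficient library above the second by 0.25 (SD 0.68). A pseudocount of 0.1 in place of 1 moved the correlations most, to 0.895 and 0.915.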

The depth of the reads was highly correlated between the two replicates (Supplementary Fig. S2d). When comparing control and Drosha-deficient libraries, the coverage of miRNA genes was decreased (Supplementary Fig. S2c–e), indicating that our libraries captured cleavage targets that are dependent on Drosha.

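Exons of annotated miRNA genes held 95 pile-up sites, in 84 genes. Their values summed to 2671 and 2524 RPM in the control libraries and to 533 and 552 RPM in the Drosha-deficient libraries. At 93 of the 95 sites the mean was lower in Drosha-deficient cells, with a median log2 fold change of −1.97 and a range from −3.95 to 0.56, and 65 were called decreased by limma. Both control libraries were above both Drosha-deficient libraries at 83 of the 95 sites and at 2346 of all 3919 sites. Exchangeable libraries would give this at 16.7% of sites. The paper accepted sites by their pattern in both control libraries, which can favour high control values, so this share is no strict benchmark. At 6 of the 95 sites both Drosha-deficient libraries were at or under the floor of 3 reads, and with these at their bound the median was −1.98. Over all 3919 sites the median log2 fold change was −0.93 (−0.92 with 74 sites at their bound), so that the sites of miRNA exons fell further than the typical site.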

We next examined the reads that map to annotated canonical miRNAs loci. As expected, these reads exhibited a homogenous 5′ stack precisely at the Drosha cleavage site on the 3′ arm of the stem-loop (Fig. 1b, left panel). This detection of the 3′ cleavage site is expected because this protocol captures polyA-tailed RNA fragments (Fig. 1a). These stacked reads are referred to as “pile-up reads”, with the homogenous 5′ end referred to as the “pile-up site”. The depth of the pile-up site at the example *Mir290a* was reduced in Drosha-deficient ESCs, confirming that cleavage is Drosha-mediated (Fig. 1b, left panel).

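The pile-up site of Mir290a lies on the plus strand of chromosome 7 of GRCm38 at position 3218698, inside the annotated miRNA gene, and the reference reads CGCCGGTTGAGAAAACGGCTATCTGGCACA from that position on. Its depth was 519 ± 139 RPM (SD, n = 2 libraries) in control cells and 38.9 ± 14.0 RPM (SD, n = 2) in Drosha-deficient cells. The log2 fold change was −3.76 (standard error 0.35, FDR = 3.8e-06 by limma), larger than the spread between replicates. With each library left out in turn it stayed between −4.13 and −3.38. A weaker site 2 nt downstream, at 3218700, had 0.761 ± 0.157 RPM (SD, n = 2) in control cells and was at or under the floor in both Drosha-deficient libraries, which makes it at least 7.57-fold lower.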

An analogous stacking pattern was observed at other mRNA targets of Drosha. For example, Drosha-dependent pile-up sites were observed at the two annotated stem-loops in *Dgcr8,* one in the 5’ untranslated region (UTR) and one in the coding domain sequence (CDS; Fig. 1b, right panel). These results demonstrate the effectiveness of our Degradome-seq libraries for capturing Drosha cleavage sites in both pri-miRNAs and mRNA substrates.

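The site in the untranslated part of Dgcr8 lies on the minus strand of chromosome 16 at 18284563, inside the small RNA gene that the annotation names Gm24572. It had 10.8 ± 1.54 RPM (SD, n = 2) in control and 2.16 ± 0.776 RPM (SD, n = 2) in Drosha-deficient libraries, a log2 fold change of −2.31 (standard error 0.39, FDR = 0.000122 by limma). A neighbouring site 2 nt downstream, at 18284561, had a log2 fold change of −1.16 (FDR = 0.0911) and was not called. The site in the coding sequence, inside the annotated Mir1306 at 18284247, had 1.05 ± 0.234 RPM (SD, n = 2) in control and 0.608 ± 0.221 RPM (SD, n = 2) in Drosha-deficient libraries. Its log2 fold change of −0.73 (standard error 0.52, FDR = 0.231 by limma) was within the replicate error, and was between −1.05 and −0.40 with each library left out.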

Taking advantage of the clear stacking pattern observed in known substrates of Drosha, we developed a bioinformatics pipeline to systematically identify all Drosha-dependent cleavage events (Fig. 1c). We first counted the depth at the start of reads for each locus. Drosha cleavage sites mapping to miRNAs (as listed in MirGeneDB^57^) were used to train the classification algorithm, allowing it to learn the typical stacking pattern associated with Drosha cleavage. The successfully trained algorithm was then applied to the remaining loci to assess whether they exhibit a similar stacking pattern. This method identified 3632 pile-up sites in control cells, with 913 of these significantly decreased in Drosha-deficient cells (including pri-miRNAs; Fig. 1d; Supplementary Table S2). 

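Of the 3919 deposited sites, limma called 1473 decreased and 375 increased in Drosha-deficient cells, so that 79.7% of the called sites were decreases. The calls included 889 of the 913 sites (97.4%) that the authors' deposited table gives as decreased. The alternative that moved the count of decreased sites most was an adjustment over 980818 tests, the number that the authors' p-values and FDR imply, which left 405 decreased and 163 increased sites. The count of increased sites moved most, to 118, over the 2666 sites with 1 exact genomic copy, chosen after the data were seen. Library sizes from uniquely mapped reads moved the median log2 fold change of all sites to −1.20. Centring each library on the median of all its sites, chosen after the data were seen, moved it to −0.34 and gave 871 decreased and 602 increased sites, of which decreases were 59.1%. At 53 of the 1473 decreased sites both Drosha-deficient libraries were at or under the floor, and the median log2 fold change of the decreased sites was −2.22, or −2.23 with those at their bound.

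By annotation, 1084 of the 1473 decreased sites (73.6%) were antisense to an exon of a protein-coding gene and 149 were in such an exon on the strand of the gene. Another 83 were in introns on the strand of the gene, 65 in miRNA exons, 44 antisense to other exons or to introns, 23 in exons of other genes, 14 between genes and 11 in snoRNA exons. At 66.6% of the decreased sites the 3 bases directly upstream in the reference were TCT, the last 3 bases of the RNA linker. Such sites are named linker-like here, and this share was 76.8% over all 1300 sites antisense to protein-coding exons and 4.21% over the sites in miRNA exons. The largest decreases among sites with no overlap between groups were antisense to exons of Mns1 (chromosome 9, 72446271), Ing2 (chromosome 8, 47668966) and Morc1 (chromosome 16, 48612359). No read started there in either Drosha-deficient library, so these sites were at least 25.4-, 17.7- and 17.6-fold lower than in control libraries. The first 2 of these 3 sites are linker-like. The largest increases were antisense to Sptan1 (chromosome 2, 29973526; log2 fold change 4.25, standard error 0.40, FDR = 3.8e-06), antisense to Kansl2 (chromosome 15, 98530051; 4.16) and between genes on chromosome 7 (29918398; 3.72), at sequences whose first 30 bases have 24, 93 and 337 exact copies in the genome.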

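Each cluster member named here that had a site in the deposited table was called decreased by limma. On chromosome 7, the main sites of Mir291a, Mir291b, Mir292, Mir294 and Mir295 had log2 fold changes of −2.38, −2.57, −2.81, −2.45 and −2.26, with standard errors from 0.32 to 0.33 and FDR from 1.3e-05 to 3.2e-05. The depth at Mir295, the highest of these, was 682 ± 30.8 RPM (SD, n = 2) in control and 143 ± 16.5 RPM (SD, n = 2) in Drosha-deficient cells. Its site is linker-like, and the first 30 bases at the sites of Mir294 and Mir295 each have 2 exact copies in the genome. In the authors' deposited table Mir295 has a log2 fold change of −2.62 with an FDR of 0.384, so their test does not call it. The main sites of Mir291a, Mir291b, Mir292 and Mir294 have an FDR from 0.0062 to 0.009 there. The table used here has no site in Mir293, Mirlet7b, Mir191, Mir320 or Mir484. Mir24-1 and Mir16-1 were called decreased (−1.66 and −3.02), while Mirlet7d (−0.94, FDR = 0.0732) and Mir5121 (−0.44, FDR = 0.455) were not. Mir5121 ranged from −1.19 to 0.32 with each library left out and became 0.16 when the libraries were centred on the median of all sites. Mir5099 (chromosome 12, 36816249) had 14.7 ± 7.06 RPM (SD, n = 2) in control and 8.72 ± 1.67 RPM (SD, n = 2) in Drosha-deficient cells, a log2 fold change of −0.67 (standard error 0.38, FDR = 0.140) within the replicate error. Mir677 (chromosome 10, 128085290) had 1.42 ± 0.361 RPM (SD, n = 2) in control and 1.55 ± 1.36 RPM (SD, n = 2) in Drosha-deficient cells, with a log2 fold change of −0.15 (standard error 0.56, FDR = 0.825). Its direction rested on single libraries, as the fold change ranged from −1.12 to 0.81 with each left out, and it became 0.44 with the same centring.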

The pipeline successfully captured the cleavage of canonical pri-miRNAs, such as the *Mir290* ~ *295* family, while excluding Drosha-independent pri-miRNAs, such as *Mir5099* and *Mir677*^30^. Furthermore, Drosha-dependency was validated for selected target by qRT-PCR (Supplementary Fig. S3). These findings indicate that our pipeline successfully identifies Drosha-dependent cleavage of polyA RNAs in ESCs.

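From the decrease at miRNA loci and at the stem-loops of Dgcr8, the sites found in canonical pri-miRNAs, the absence of Drosha-independent pri-miRNAs from them, and its qRT-PCR, the paper concludes that the pipeline finds Drosha-dependent cleavage of polyA RNA. Of the other sites in genes that the paper names, those of Chpf2 and Phf20 had log2 fold changes of −2.62 and −3.14 (FDR = 2.0e-05 and 3.1e-05 by limma), while that of Rcan3 was −1.23 (FDR = 0.0181), which passes a fold change threshold of −1 and not −1.5. The first 30 bases at the Phf20 site have 2 exact copies in the genome. The main sites of Odf2, Npm1 and Etf1 had log2 fold changes of −2.57, −2.27 and −2.12 and were called decreased. The Npm1 site is linker-like and its first 30 bases have 4 exact copies. Of the 3 sites of Tfrc, that at 32631661 was called decreased (−1.54, FDR = 0.00646), while that at 32631634 (−1.44, FDR = 0.00395) was not past −1.5 and the highest, at 32631596, had an FDR of 0.0532 (−0.77). The site of Ddx3x (−0.83, FDR = 0.0962) was not called.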

### Most of the Drosha-dependent cleavage sites are miRNA-independent

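The Plekhm1 site lies in the untranslated region of the transcript, on the minus strand of chromosome 11 at 103366173, and the reference reads CAGCACTTTGAGCCTTCCCTGCTCAGGAAG from that position on. It had 2.47 ± 0.253 RPM (SD, n = 2) in control and 0.305 ± 0.158 RPM (SD, n = 2) in Drosha-deficient libraries. The log2 fold change was −2.72 (standard error 0.51, FDR = 0.00027 by limma) and lay between −3.13 and −2.31 with each library left out. The site of Mir106b (chromosome 5, 138165745) fell as well, with a log2 fold change of −2.03 (FDR = 0.000549).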

A Drosha-dependent pile-up site was identified in the *Plekhm1* mRNA (Fig. 1d). The cleavage of *Plekhm1* has previously been shown to be a miR-106b-5p-guided and is mediated by the slicer activity of Argonaute2^26^. This also leaves a 5’P on the cleaved RNA (Supplementary Fig. S4). Drosha is required for miR-106b biogenesis, and thus loss of Drosha affects *Plekhm1* cleavage indirectly.

To determine if other identified pile-up sites are also miRNA-dependent, we performed Degradome-seq on Dicer-deficient ESCs, in which the biogenesis of miRNAs will also be disrupted. Loss of miRNA expression was confirmed following *Dicer1* gene inactivation (Supplementary Fig. S5a and b). We generated two independent replicate Degradome-seq libraries each from Dicer-deficient and control ESCs (Supplementary Table S1). 

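These libraries came from ESCs with LoxP-flanked Dicer1 alleles that were transduced with GFP-Cre, or with GFP alone as control, sorted on day 3 and cultured for 2 more days. The authors processed them as the Drosha libraries and deposited RPM per library at 4666 pile-up sites. Mapped reads numbered 34547609 and 34314160 in the control libraries and 29598724 and 32736226 in the Dicer-deficient libraries, of which 38.4%, 38.8%, 31.7% and 33.5% mapped to several places. The floor of 3 reads corresponds to between 0.0868 and 0.101 RPM. The sites took 30.1% and 29.2% of the mapped reads of the control libraries and 23.1% and 23.4% of those of the Dicer-deficient libraries, and the 10 highest sites made up between 69.6% and 77.4% of these values. The groups were compared with limma as before, with the FDR over the 4666 sites. For sites present in both tables, the difference between the Drosha and the Dicer effect was tested as an interaction over all 8 libraries.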

The depth of the reads was highly correlated between the two replicates (Supplementary Fig. S5c). 

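Across the 4666 sites, the squared correlation was 0.836 between the control libraries and 0.908 between the Dicer-deficient libraries. The first control library was above the second by a median of 0.37 on the log2 scale (SD over sites 0.95). Linker-like sites summed to 8145 and 3925 RPM in the control and 7913 and 4070 RPM in the Dicer-deficient libraries. Over the 3853 sites that are not linker-like, a choice made after the data were seen, the correlations were 0.878 and 0.952.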

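Fitted without a replicate term, no site in the table of 4666 passed an FDR of 0.05 by limma together with the fold change threshold. Thus 0 were called decreased and 0 increased, and the smallest FDR was 0.465. With a term for replicate, 67 were called decreased and 119 increased. The calls therefore depend on whether libraries of equal number are treated as pairs. Without this term, 60 sites passed as decreased and 54 as increased at an unadjusted p-value under 0.05. Library sizes from uniquely mapped reads gave 95 and 31. The count of decreased sites moved most with a pseudocount of 1 RPM, chosen after the data were seen (9, and 33 increased), and that of increased sites with a fold change threshold of 1 (178, and 201 decreased). The median log2 fold change over all sites was −0.12. By fold change alone, with no test, 68 sites were under −1.5 and 119 over 1.5. Single libraries moved these counts, since without the second control library they were 270 and 143, and without the first control library 41 and 289. Of the 115 sites that the authors' deposited table gives as decreased, 55 were under the threshold with an unadjusted p-value under 0.05 here. In exons of miRNA genes, 80 sites had a median log2 fold change of −0.10, and 47 of them were lower in Dicer-deficient cells. Both control libraries were above both Dicer-deficient libraries at 31 of these 80 sites and at 1279 of all 4666 sites. Exchangeable libraries would give this at 16.7% of sites, but the choice of sites by the control libraries can raise it.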

Following processing, we identified 4265 pile-up sites in the control cells, of which 115 were lost in Dicer-deficient cells (Supplementary Fig. S5d; Supplementary Table S3). Of these, only 31 sites were affected by both Drosha and Dicer deficiency, and presumably via loss of miRNAs (Supplementary Fig. S5e). This suggests that most Drosha-dependent RNA cleavage sites in ESCs are independent of Dicer or miRNA.

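Both tables hold 2595 of the sites. Among them are 852 of the sites called decreased in Drosha-deficient cells, and 20 of these 852 had a log2 fold change under −1.5 in Dicer-deficient cells. At an unadjusted p-value under 0.05 in both comparisons, 17 of the 27 sites decreased in Dicer-deficient cells were decreased in Drosha-deficient cells, against 8.86 expected (p = 0.00149, two-sided Fisher's exact test across sites). The fit with a term for replicate called 20 shared sites decreased in both lines, against 9.85 expected. The authors' deposited tables give 31 sites as decreased in both. Of these 31, 15 were under −1.5 in both comparisons here. In the same 31, 4 lie in protein-coding exons on the strand of the gene and 20 are linker-like. The Plekhm1 site went from 1.90 ± 0.956 RPM (SD, n = 2) to 0.112 ± 0.0147 RPM (SD, n = 2) in Dicer-deficient cells, a log2 fold change of −3.15 (standard error 0.68, FDR = 0.465 by limma). With a term for replicate the Plekhm1 site was called decreased in Dicer-deficient cells. Without that term, its change did not differ between the Drosha and the Dicer line (difference 0.43 on the log2 scale, FDR = 0.767). At Mir106b the log2 fold change in Dicer-deficient cells was −0.43 (FDR = 0.719), between −0.92 and 0.05 with each library left out.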

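The 852 shared sites decreased in Drosha-deficient cells had a median log2 fold change of −0.11 in Dicer-deficient cells. Across the 2595 shared sites, which are not independent replicates, the log2 fold changes of the 2 comparisons had a correlation of 0.19, or 0.35 over those that are not linker-like. The change differed between the lines at 124 sites at an FDR under 0.05 by limma, with 44 lower and 80 higher in the Drosha comparison. Over the alternatives run without a replicate term this count ranged from 3 (no mean-variance trend) to 484 (centring on the sites that are not linker-like). Which direction prevailed depended on the fit, as 320 of these 484 were lower, and 119 of 212 with library sizes from uniquely mapped reads. A term for replicate gave 1320 sites, 934 lower and 386 higher, which reverses the balance of the 124. At Mir290a the difference was −3.50 (FDR = 0.0232), and the depth in the Dicer line was 282 ± 94.2 RPM (SD, n = 2) in control and 230 ± 20.4 RPM (SD, n = 2) in Dicer-deficient cells. Mir291a, Mir291b, Mir292, Mir294, Mir295, Mir24-1 and Mir16-1 differed as well, with FDR from 0.0232 to 0.0373, and so did Chpf2 (FDR = 0.0424). No difference was called at the main sites of Rcan3, Cad, Lrrc59, Npm1, Odf2, Phf20 and Etf1 (FDR from 0.0738 to 0.901). In Dicer-deficient cells the log2 fold changes of Npm1, Odf2, Phf20 and Etf1 were −1.43, −1.79, −2.19 and −2.33 (FDR from 0.465 to 0.469 by limma). The difference at the Dgcr8 site in Gm24572 was −1.93 (FDR = 0.0586). Sites antisense to protein-coding exons had a median log2 fold change of −2.13 (−2.14 with 55 sites at their bound) in the Drosha comparison and of 0.09 in the Dicer comparison, where 76.9% of 798 such sites are linker-like. From the small share of sites affected in both lines, the paper proposes that most Drosha-dependent sites need neither Dicer nor miRNA.

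**Figure D1:**
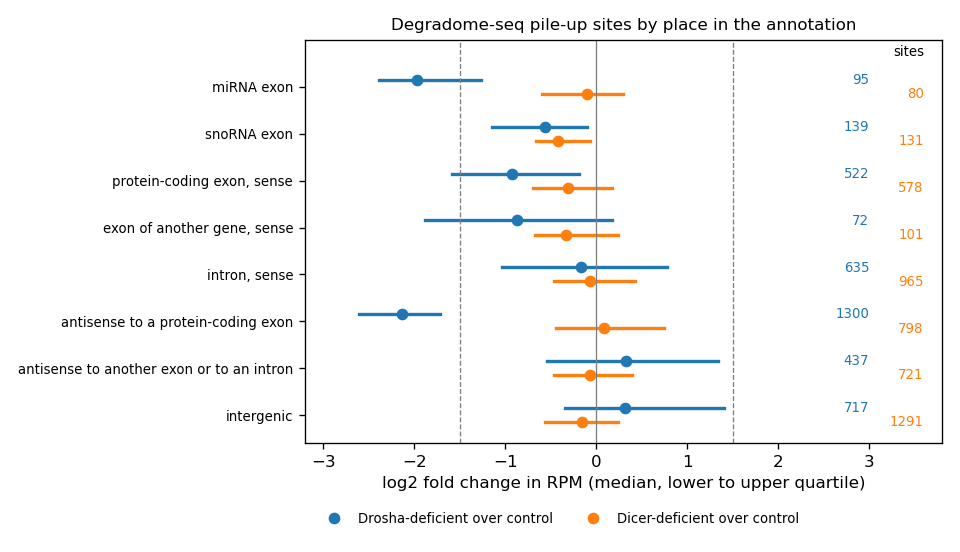
Log2 fold change in RPM at the pile-up sites of the Drosha (blue) and the Dicer comparison (orange) by place in the GENCODE annotation; points are medians, lines run from the lower to the upper quartile over sites, dashed lines mark −1.5 and 1.5, and the numbers count the sites. In the Drosha comparison, sites in miRNA exons (median −1.97) and antisense to protein-coding exons (−2.13) lie under −1.5, while the medians of the Dicer comparison lie between −0.42 and 0.09.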

### Inferring the secondary structure of RNAs that are cleaved by Drosha

Drosha usually cleaves stem-loops at two opposing strands to leave an RNase III enzyme signature 3′ 2 nt overhang^31^. To understand the nature of Drosha substrates, we first needed to identify the paired cleavage sites, i.e., the precise position of the cleavage on both the 5’ and 3’ arms of a putative stem-loop structure. Degradome-seq usually reveals the cleavage site on the 3’ arm, but not on the 5’ arm. To identify the 5’ cleavage site, we employed small (s)RNA-seq libraries, which capture miRNAs and other by-products of Drosha cleavage, such as miRNA-offset miRNAs (moRNAs) and other sRNAs. It has previously been shown that moRNAs are derived from the sequence immediately adjacent to the mature miRNA, with one end corresponding to the Drosha cleavage site and the other is thought to be processed by non-specific exonucleases^32^ (Fig. 2a). We reasoned that Drosha cleavage of non-miRNA stem-loops would also result in similar by-products that are captured by sRNA-seq.

**Figure 2:**
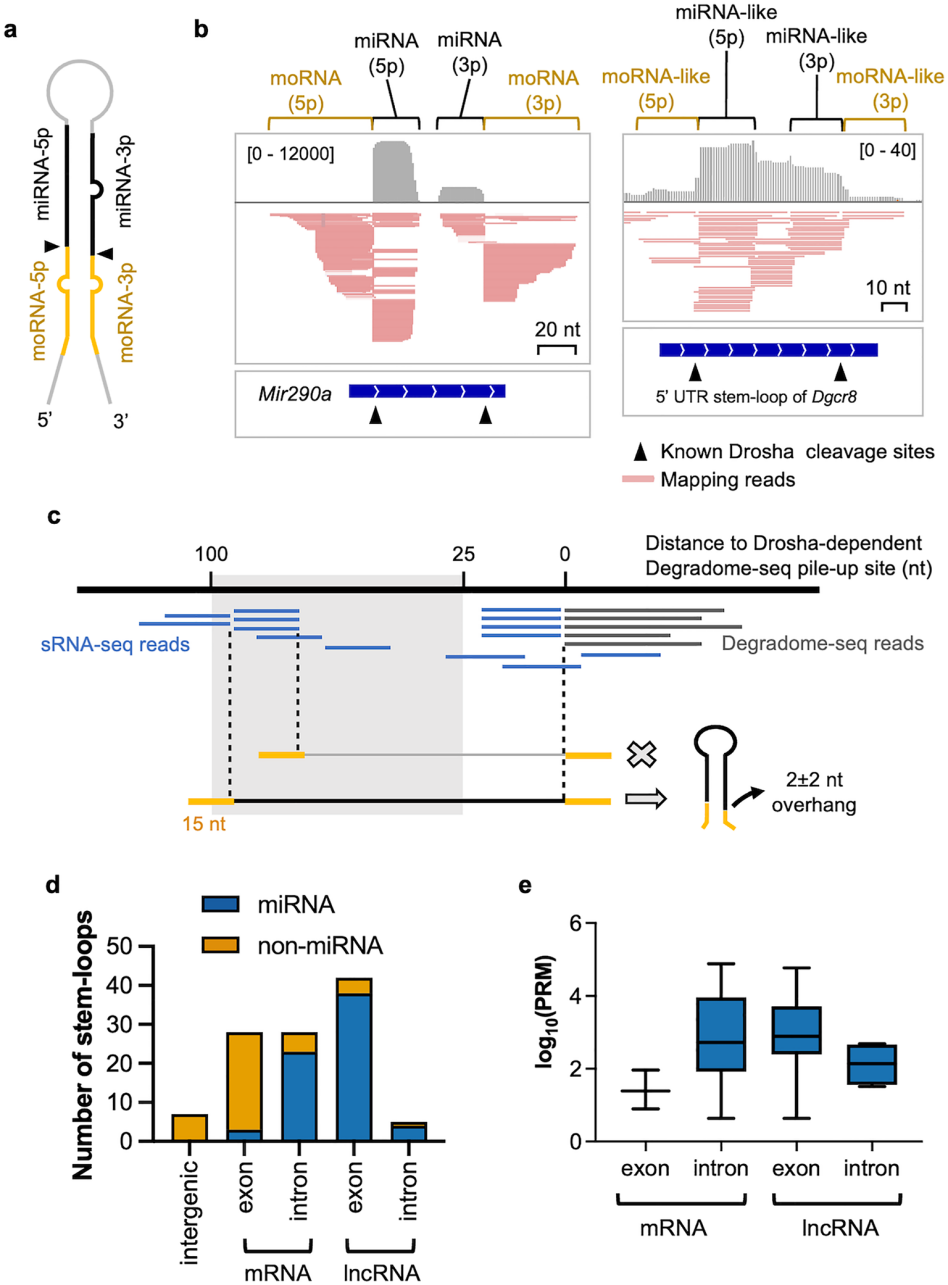
Identifying the boundaries of Drosha-cleaved stem-loops using miRNA and moRNA fragments from sRNA-seq. (**a**) Schematic representation of a miRNA stem-loop structure within the pri-miRNA transcript. Indicated are the positions from where the miRNA (black) and moRNA (yellow) fragments are derived. The Drosha cleavage sites are indicated by the black triangles. (**b**) sRNA-seq reads mapping to *Mir290a* and the 5’ UTR stem-loop of *Dgcr8*. The top panel shows the read depth followed by the aligned sRNA-seq reads in a collapsed view (data range indicated in square brackets). The bottom panel shows the relative position of the stem-loop of *Mir290a* and *Dgcr8*. (**c**) Strategy for identifying Drosha-cleaved stem-loops from sRNA-seq reads. Reads starting or ending between 25 and 100 nt from the Drosha-dependent Degradome-seq pile-up were collected. If the sRNA-seq reads stack at one of the termini and the depth of that terminus is greater than one read per million (RPM), it is considered a potential Drosha cleavage site for the opposite arm of the stem-loop. The RNA sequence between the terminus and the corresponding Degradome-seq pile-up site, flanked by a 15 nt sequence, was then used to predict the stem-loop structure. A stem-loop was considered a Drosha cleavage substrate if the terminus of the sRNA-seq reads and the Degradome-seq pile-up site formed a Drosha signature 3′ 2 ± 2 nt overhang. (**d**) Genomic locations of Drosha-cleaved stem-loops identified in ESCs. Annotated miRNA stem-loops are indicated in blue and non-miRNA stem-loops are indicated in orange. (**e**) The levels of annotated miRNAs derived from mRNAs and lncRNAs. The levels of each miRNA in mouse ESCs were obtained from mirGeneDB^57^.

We retrieved 38 sRNA-seq libraries of ESCs from the NCBI GEO database (Supplementary Table S4). Low-quality reads were first removed from each library, then the libraries were collapsed into unique reads and aligned to the mouse reference genome. Collapsing reads increased the representation of moRNAs and other low-frequency reads in the library to allow for easier identification. We confirmed that moRNAs do indeed map to miRNA loci immediately adjacent to the mature miRNA sequences, with the 3’ end of the moRNA-5p and the 5’ end of the moRNA-3p corresponding to the Drosha cleavage sites on the 5’ and 3’ arms of the pri-miRNA stem-loop (Fig. 2b). The distal termini of moRNAs were of varying lengths. This is different from the site-specific endonucleolytic cleavage signature and may indicate exonuclease-mediated degradation. Similar sRNAs were found adjacent to the Drosha-meditate cleavage site in the stem-loop at the *Dgcr8* mRNA and other non-miRNA Drosha cleavage targets (Fig. 2b and Supplementary Fig. S6). Here were refer to these as “miRNA-like” and “moRNA-like” sRNAs. Such by-product sRNAs appear to be common to Drosha substrates and not unique to miRNA precursors.

An algorithm was developed to utilize these moRNA-like sRNA-seq reads to determine the position of the cleavage site on the opposite arm of Degradome-seq pile-up sites in Drosha targets (Fig. 2c and Supplementary Fig. S7a). For this, we collected the sRNA-seq reads that started or ended between 25 and 100 nt from the Degradome-seq site, which corresponds to the size of known pre-miRNA stem-loops (Fig. 2c). Drosha can also produce a single cleavage on the 5p arm^33^. In this situation, the stem-loop and the sRNAs generated from the stem-loop would be downstream of the Degradome-seq pile-up site (Supplementary Fig. S7a). Therefore, the sRNA reads that are 25–100 nt downstream of the Degradome-seq site were also collected (Supplementary Fig. S7b). Of the Drosha-dependent sites identified by our Degradome-seq of ESCs, 801 exhibited this sRNA read pattern. If the sRNA-seq reads stacked at one of the termini and the depth of that terminus was greater than one read-per-million (RPM), it was regarded as a potential site of Drosha cleavage. The secondary structure of the sequence between the sRNA terminus and the corresponding Degradome-seq pile-up site, flanked by a 15 nt segment, was then predicted (Fig. 2c and Supplementary Fig. S7b). The flanking sequences were included to capture the entire putative stem-loop structure. A sequence that is predicted to fold into a stem-loop, with termini that formed an RNase III signature 3′ 2 nt overhang, was considered a cleavage target of Drosha (Fig. 2c and Supplementary Fig. S6b). This correctly identified the 5’ and 3’ Drosha-mediated cleavage sites in 68 miRNA stem-loops out of the 68 miRNAs that are highly expressed in ESCs, demonstrating the effectiveness of the algorithm. Using the same method, we were then able to reassemble 42 non-miRNA stem-loops that were cleaved by Drosha in ESCs (Supplementary Table S5).

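From Supplementary Table S5, 68 miRNA and 41 non-miRNA stem-loops were used here, against the paper's 42 non-miRNA stem-loops. Part of that table was not used here. Of the 41, 5 are marked there as absent from MirGeneDB. Of their cleavage sites, 64 miRNA and 36 non-miRNA sites are in the deposited Degradome-seq table, and 49 and 32 of these were called decreased in Drosha-deficient cells. The mean log2 fold change was −2.05 ± 0.81 (SD over 64 sites) for miRNA and −1.95 ± 1.09 (SD over 36 sites) for non-miRNA stem-loops. The difference was 0.10 (two-sided permutation test, p = 0.620). The paper sought stem-loops at sites it had already called dependent on Drosha in these same libraries. The fold changes of the non-miRNA sites were thus selected for, and the test cannot show equal dependence on Drosha. Each sequence was compared with GRCm38 around its site. For miRNA stem-loops, 66 sequences were found as given and 65 of these have the site 15 nt from their 3′ end. Among the non-miRNA sequences, 28 were found as given on the strand of the site, of which 7 have it 15 nt from the 3′ end, 10 have it 15 nt from the 5′ end and 11 have it at another place, 7 were found there in part, and 6 matched the opposite strand in full or in part. These 6 sites lie antisense to protein-coding exons, and 5 of them are linker-like. In all, 3 miRNA and 10 non-miRNA stem-loops have a linker-like site.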

The Drosha cleavage targets identified in this study largely overlapped with those captured in a previous analysis of mouse ESCs^26^ (Supplementary Fig. S8). This further supports the authenticity of Drosha cleavage targets identified. That being said, our study identified many more Drosha cleavage targets, which can be attributed to considerably deeper sequence depth. However, we found minimal overlap in Drosha cleavage targets reported for HEK293T and Hela cells^27^. This discrepancy is likely to be due to differences in the transcriptomes between mouse ESCs and immortal human cell lines. Moreover, many of Drosha targets with demonstrated biological function have been shown to be cell-type specific^23–25^.

Long non-coding (lnc)RNAs are a class of RNA that are longer than 200 nt. They usually possess a 5′ m^7^G cap and a 3′ polyA tail, but they do not encode functional proteins^34^. Many miRNA stem-loops are mapped to lncRNA genes, and the level of mature miRNAs derived from these transcripts is relatively high (Fig. 2d and e). Thus, these lncRNA are actually pri-miRNAs. One-third of the miRNA stem-loops were located in mRNA introns (Fig. 2d), which is consistent with previous studies^35^. 

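By the GENCODE vM21 annotation of GRCm38, 19 of the 68 miRNA stem-loops were in introns of protein-coding genes and 20 in exons of lncRNA or other non-coding genes, with exons given priority over introns. A further 4 were in introns of lncRNA or other genes, and 16 were in no gene on their strand other than the miRNA itself. With protein-coding genes given priority over other genes, the first 2 counts became 20 and 19.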

Only three annotated miRNA stem-loops were located within an exon of a mRNA and these miRNAs tended to be expressed at low levels (Fig. 2e). 

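Exons of protein-coding genes held 9 of the 68 miRNA stem-loops (13.2%). These were counted by overlap of the cleavage site with any exon of a protein-coding gene on the same strand. Exons of non-coding transcripts of such genes count too, so the rule may be looser than the paper's. Examples are the stem-loops in Rcan3, inside the annotated Mir700 on chromosome 4, and in Chpf2, inside the annotated Mir671 on chromosome 5, both in coding sequence.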

Given the low level of mature miRNAs, these exon-located stem-loops are unlikely to be functional miRNA precursors. In contrast, most of the Drosha-targeted non-miRNA stem-loops were located in the exon of mRNAs (Fig. 2d).

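Of the 41 non-miRNA stem-loops, 28 (68.3%) were in exons of protein-coding genes, counted in the same way. Among these, 14 sites were in coding sequence, 10 in a UTR and the rest in neither. Another 2 were in introns of protein-coding genes, 2 in exons of other genes, and 9 had no gene on the strand of the site. Of those 9, 6 were antisense to a protein-coding exon.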

### Drosha-cleaved non-miRNA stem-loops are less thermodynamically stable than miRNA precursor stem-loops

Drosha cleavage of exonic stem-loops is expected to destabilize the mRNA^22,23,25^. Stem-loops are one of the most common RNA structures^36^, and yet Drosha cleaves only some stem-loops but not others. We thus sought to understand the nature of the stem-loops that are recognized and cleaved by Drosha. For this, we systematically characterized and compared the features of miRNA and mRNA stem-loop targets of Drosha. If more than one alternative Drosha cleavage sites were identified for a stem-loop, the site with the highest number of sRNA-seq reads was selected for analysis.

We found that non-miRNA stem-loops had a significantly higher minimum free energy (MFE) compared to miRNA stem-loops, indicating that they were less thermodynamically stable (Fig. 3a). 

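The sequences of Supplementary Table S5, which include 15 nt on either side of the cleaved product, were folded with RNAfold, and the minimum free energy matched the value in that table for all 109. It was −40.6 ± 6.73 kcal/mol (SD, 68 stem-loops) for miRNA and −25.6 ± 10.0 kcal/mol (SD, 41 stem-loops) for non-miRNA stem-loops. The difference of 15.0 kcal/mol had p = 1e-05 in a two-sided permutation test of 100000 draws, the smallest value these draws can give, and p = 2.3e-05 after adjustment over the 14 features compared. Stem-loops, not libraries, are the units here. The alternative that moved the difference most was a difference of medians in place of means, which gave 17.6 kcal/mol.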

The stability can be affected by several properties, including RNA length, base pairing availability, and base pairing composition. 

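The miRNA stem-loops were 91.4 ± 5.52 nt long (SD, 68 stem-loops) and the non-miRNA stem-loops 87.0 ± 15.0 nt (SD, 41 stem-loops), flanks included. The difference of means had p = 0.0298 (permutation test, adjusted p = 0.0418), and both medians were 90 nt. The ratio of variances, taken as mean squared deviations from the group medians, was 7.11 for non-miRNA over miRNA stem-loops (permutation of these deviations, p = 2.0e-05).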

We found that non-miRNA stem-loops are slightly shorter but had a significantly higher variance in length compared to the miRNA stem-loops (Fig. 3b). In addition, miRNA stem-loops had a higher base pairing frequency and a longer base pairing stacking (Fig. 3c-e). These results suggest that base pairing plays a significant role in the stability of miRNA stem-loops.

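Base pairs divided by length came to 0.357 ± 0.0262 (SD) in miRNA and 0.301 ± 0.0340 (SD) in non-miRNA stem-loops, and the longest run of stacked pairs took 0.352 ± 0.105 (SD) and 0.264 ± 0.0821 (SD) of all pairs. Divided by length instead, this run was 0.126 and 0.0796. All of these differences had p = 1e-05, the smallest the permutation test can give. The Mir291a stem-loop (chromosome 7, 3218917 to 3219004) folded with 33 base pairs and a longest stack of 12. The Cad stem-loop, in coding sequence on chromosome 5 from 31072889 to 31072973, had 29 pairs and a longest stack of 6, and its site at 31072908 (log2 fold change −2.04, FDR = 0.000852 by limma) is linker-like.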

**Figure 3:**
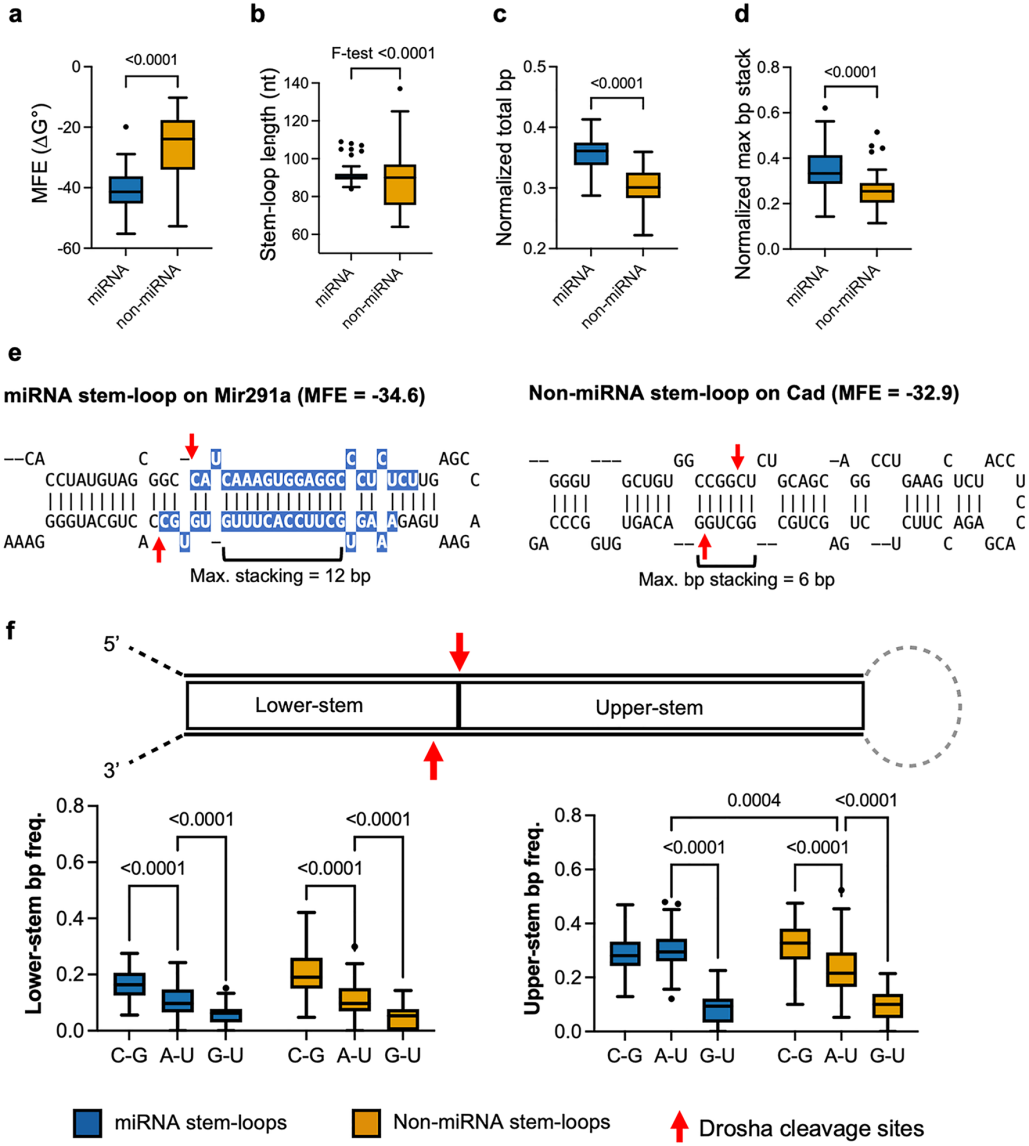
The thermodynamic properties of miRNA and non-miRNA stem-loops. (**a**,**b,c,d**) Comparison of the MFEs, stem-loop length, base pairing frequency and maximum stacking of base pairing frequency between Drosha-cleaved annotated miRNA and non-miRNA stem-loops identified in ECSs. Statistical testing: Two-tailed Welch’s *t-*test. *P*-values are indicated above the box. (**e**) The stem-loop in *Mir291a* and *Cad* are shown here to illustrate the typical difference between the miRNA and non-miRNA stem-loops. The miRNA sequences are highlighted in blue. The Drosha cleavage sites identified in ESCs are indicated by red arrows. (**e**,**f**) Comparison of the base pair composition of lower- and upper-stem of miRNA and non-miRNA stem-loops. The base pair frequency is normalized to the total number of base pairs of the stem. P-values are indicated above the box (two-way ANOVA). For **a**,**b,c,d** and **f**, the box represents the interquartile range (IQR), the whiskers extend to the most extreme data points within 1.5 times the IQR, and outliers are shown as individual points in boxplots. The median is represented by the line within the box.

The composition of base pairing appeared to have less of an impact. Both miRNA and non-miRNA stem-loops exhibited similarly high G-C base pairing and low A-U and G-U base pairing in the lower-stem (Fig. 3f, left panel). However, only non-miRNA stem-loops exhibited a preference for high G-C base pairing in the upper-stem whereas there was a similar frequency of A-U and G-C base pairing in the upper-stem of miRNA stem-loops (Fig. 3f, right panel). 

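Pairs below the cleavage sites were counted as lower stem and divided by all pairs of the stem-loop. In the lower stem, G-C pairs made up 0.172 ± 0.0527 (SD) of pairs in miRNA and 0.213 ± 0.0783 (SD) in non-miRNA stem-loops (permutation p = 0.0013). For medians in place of means this difference had p = 0.0691 by permutation. The shares of A-U pairs were 0.109 and 0.125 (permutation p = 0.230) and of G-U pairs 0.0569 and 0.0582 (p = 0.866). Within stem-loops, G-C exceeded A-U by a mean of 0.062 in miRNA (p = 2.0e-05) and 0.088 in non-miRNA stem-loops (p = 5.0e-05, both by permutation of signs).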

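In the upper stem, the share of A-U pairs was 0.295 ± 0.0714 (SD) in miRNA and 0.216 ± 0.102 (SD) in non-miRNA stem-loops (permutation p = 2.0e-05). The shares of G-C pairs, 0.283 and 0.30, did not differ between the groups (permutation p = 0.271), nor did those of G-U pairs (p = 0.726). Within stem-loops, the share of G-C minus that of A-U was −0.012 ± 0.127 (SD) in miRNA stem-loops (permutation of signs, p = 0.458), of which 24 of 68 had more G-C pairs. In non-miRNA stem-loops it was 0.084 ± 0.176 (SD; permutation of signs, p = 0.00425), and 29 of 41 had more G-C pairs.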

Mature miRNAs originate from the upper-stem. This similar A-U and G-C usage in the upper-stem of miRNA stem-loops likely relates to the requirement for sequence diversity in miRNAs. Therefore, the stability of miRNA stem-loops is primarily achieved through extensive base pairing, while non-miRNA stem-loop relies mainly on the G-C base pairing.

### Non-miRNA stem-loops display more alternative structure

An analysis of positional base pairing entropy shows that miRNA stem-loops have low entropy in the stem region, with a rise in entropy in the ssRNA region, including the unstructured flanking region and terminal loop region (Fig. 4a). These suggest that the stem of miRNA stem-loops is unlikely to form alternative base pairing, which likely ensures precise cleavage by Drosha and therefore the sequence of the mature miRNA that is eventually produced. In contrast, the entropy for non-miRNA stem-loops was consistently high, implying the presence of numerous alternative base pairing possibilities (Fig. 4a). This is further supported by the high ensemble diversity of non-miRNA stem-loops, which reflects the diversity of secondary structures that a non-miRNA stem-loop can adopt (Fig. 4b).

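Positional entropy was recomputed with 25 nt of GRCm38 on either side of the product, for the 66 miRNA and 28 non-miRNA stem-loops whose sequence was found as given. Averaged over both arms, in miRNA stem-loops it was 0.333 ± 0.295 (SD) from position −13 to −1, 0.165 ± 0.125 from 1 to 13 and 0.234 ± 0.206 from 14 to 22. It was higher towards the loop, 0.494 ± 0.370 from 25 to 30, and in the flank, 0.565 ± 0.282 from −25 to −14.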

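In non-miRNA stem-loops the entropy was 0.735 ± 0.466 (SD, 28 stem-loops) from −13 to −1, 0.799 ± 0.539 from 1 to 13 and 0.814 ± 0.422 from 14 to 22, each above the miRNA stem-loops with p = 1e-05, the smallest the permutation test can give. From 25 to 30 it was 0.688 ± 0.436, which did not differ from the miRNA stem-loops (permutation p = 0.0521, adjusted p = 0.0637 over 22 comparisons), and from −25 to −14 it was 0.743 (permutation p = 0.0218).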

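Ensemble diversity, the mean base pair distance between structures of the folding ensemble, was 5.86 ± 3.57 (SD, 68 stem-loops) for miRNA and 14.9 ± 8.53 (SD, 41 stem-loops) for non-miRNA stem-loops. The difference of 9.03 reached the smallest p the permutation test can give, 1e-05.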

**Figure 4:**
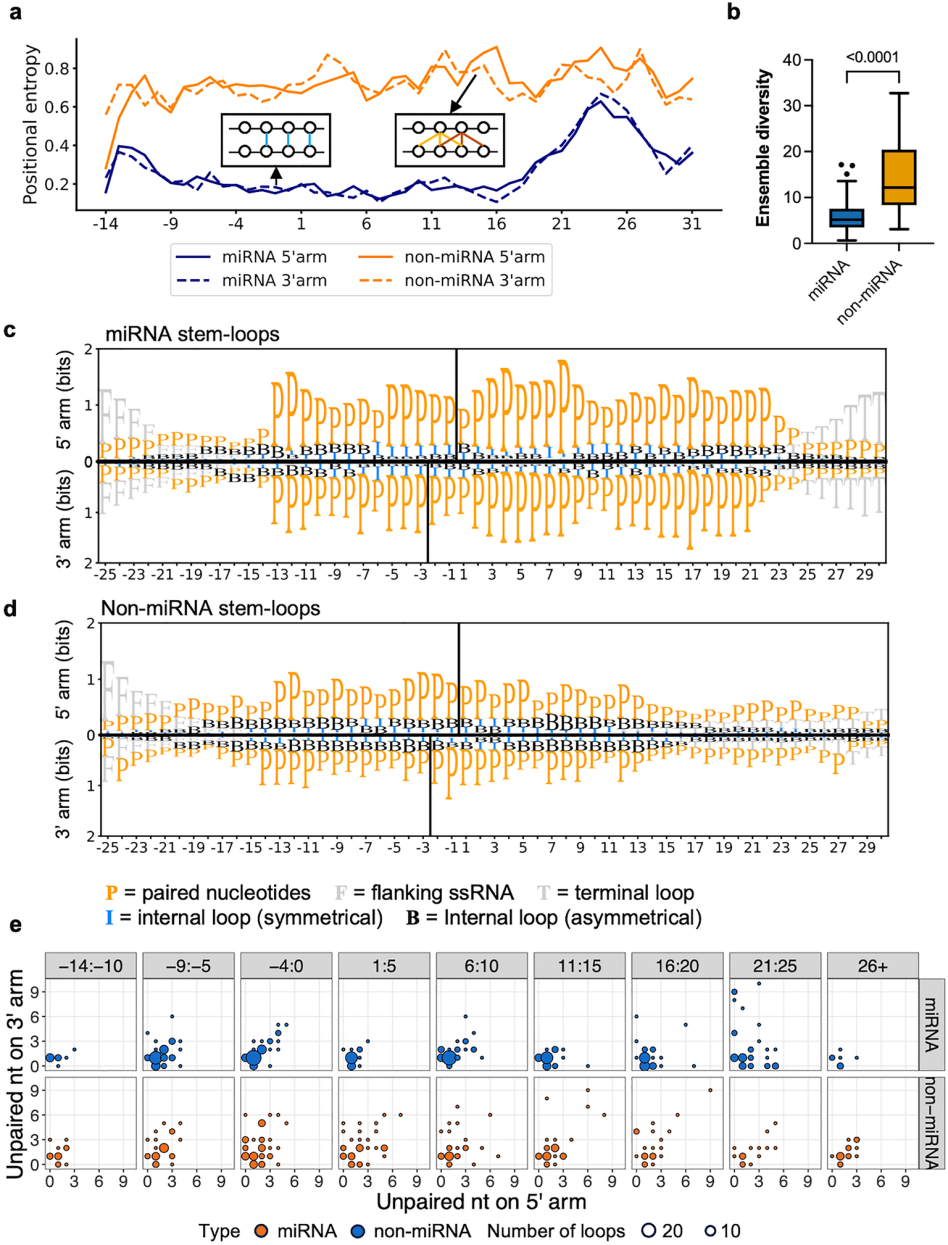
The structural features of miRNA and non-miRNA stem-loops. (**a**) Comparing the entropy of Drosha-cleaved annotated miRNA (blue) and non-miRNA (orange) stem-loops identified in ESCs. The 5’ and 3’ arms are plotted in solid and dashed lines, respectively. The x-axis shows the relative position of the stem-loop. Position 1 is the first nucleotide in the upper-stem. (**b**) Comparison of the ensemble diversity of miRNA and non-miRNA stem-loops. The box represents the IQR, the whiskers extend to the most extreme data points within 1.5 times the IQR, and outliers are shown as individual points. The median is represented by the line within the box. P-values are indicated above the box (independent Welch’s *t-*test, two-tailed). (**c**,**d**) Information bits plot comparing the structure of Drosha-cleaved (**c**) annotated miRNA and (**d**) non-miRNA stem-loops identified in ESCs. The 5′ arm is shown in the top panels of (**c**) and (**d**), while the 3’ arm is shown in the bottom panels. The position of the Drosha cleavage sites is indicated by a solid line. The x-axis indicates the relative position within the stem-loop, with Drosha cleavage site located between -1 and 1. P = paired nucleotides; F = flanking ssRNA; I = internal loop (symmetrical); B = Internal loop (asymmetrical); T = terminal loop. (**e**) Balloon plot of the size of internal loops within the stem in each 5 bp window. The size of the internal loop is indicated by the number of unpaired nt on the 5′ arm and 3′ arm. The position of the internal loop is indicated by the first unpaired nt that is closest to the Drosha cleavage site on the 5′ arm. The miRNA stem-loop is shown in the top panel in blue, and the non-miRNA stem-loops are shown in the bottom panel in orange. The size of the balloon corresponds to the number of internal loops that size in that window. Position 1 is the first nucleotide in the upper-stem.

### Structural differences between miRNA and non-miRNA stem-loops

We next compared the fine structure of the stem-loops. Twenty-five nt of the sequence flanking the Drosha-cleaved stem-loop structure was included for these analyses. 

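The stem-loops were folded with 25-nt flanks as by the authors, but freely, whereas the authors kept the pairs of the fold with 15-nt flanks. Positions count from 15 nt inside the ends of each sequence, where the Degradome-seq site lies in 65 of the 66 miRNA and 17 of the 28 non-miRNA stem-loops. In the 66 miRNA stem-loops, 77.8% ± 9.15 (SD) of the bases from −13 to −1 were paired, 84.8% ± 8.23 of those from 1 to 13 and 86.2% ± 9.21 of those from 14 to 22, over both arms. On the 5′ arm, 32.1 ± 3.13 bases were paired between −13 and 35.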

In agreement with the established understanding of the ideal length of miRNA stem-loops^10^, the miRNA stem-loops identified were found to be extensively base-paired between positions -13 and 22, creating a dsRNA stem of ~ 35 ± 1 bp in length (Fig. 4c). In contrast, non-miRNA stem-loops were extensively base-paired only between positions -13 and 13, resulting in a stem that is on average only ~ 26 bp in length (Fig. 4d). In addition, miRNA stem-loops have a conserved terminal loop region starting from position 25, while such a region was absent from the non-miRNA stem-loops. This is likely due to the variable stem length of non-miRNA substrates. Instead, a “weak” terminal loop can be observed starting from position 17 (Fig. 4d), suggesting that some non-miRNA stem-loop may have large terminal loops.

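In the 28 non-miRNA stem-loops found as given, 64.7% ± 13.6 (SD) of the bases from −13 to −1 and 67.6% ± 9.45 of those from 1 to 13 were paired. This fell to 59.8% ± 17.7 from 14 to 22, where the gap to the miRNA stem-loops was widest, at −26.3 percentage points. The 5′ arm had 25.5 ± 5.11 paired bases. All of these differences between the groups had p = 1e-05, the smallest the permutation test can give, and adjusted p = 3.1e-05 over 22 comparisons. With the pairs of the 15-nt fold kept, an alternative added after the data were seen, 70.2% and 78.5% of the bases of non-miRNA and miRNA stem-loops were paired from −13 to −1 (permutation p = 0.00014) and 56.8% and 86.4% from 14 to 22.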

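From 25 to 30, 53.2% ± 35.2 (SD) of the bases of the 66 miRNA stem-loops lay in a terminal loop, against 31.8% ± 34.3 in the 20 non-miRNA stem-loops that reach these positions (permutation p = 0.0190, adjusted p = 0.0262). With the 15-nt flanks of Supplementary Table S5, the gap of −21.4 points became −14.9 points and no longer passed (permutation p = 0.0973). Paired bases made up 34.1% in miRNA and 53.9% in non-miRNA stem-loops over the same window (permutation p = 0.0034).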

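Between positions 14 and 22, 10.9% ± 20.5 (SD) of the bases of non-miRNA stem-loops were in a terminal loop, against 0.505% ± 3.04 of those of miRNA stem-loops (permutation p = 5.0e-05). On the 5′ arm of non-miRNA stem-loops this share was 10.7% at positions 14 and 15, 7.14% at 16, 10.7% at 17, 14.8% at 18, 15.4% at 19, 12.5% at 20 and 9.09% at 21 and 22.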

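Between −13 and 22, non-miRNA stem-loops had 2.57 ± 1.48 (SD) asymmetrical internal loops and miRNA stem-loops 2.08 ± 1.03 with 25-nt flanks, which did not differ at 0.05 (permutation p = 0.0723). With the 15-nt flanks of Supplementary Table S5 the numbers over all stem-loops were 3.49 ± 1.25 and 1.94 ± 1.06, and p reached 1e-05, the smallest possible. With 25-nt flanks and the pairs of the 15-nt fold kept, as the authors describe, they were 3.50 ± 1.20 and 1.98 ± 1.06, again with a permutation p = 1e-05. The number of unpaired bases in these loops was 8.79 ± 6.33 in non-miRNA and 5.35 ± 4.01 in miRNA stem-loops with 25-nt flanks (permutation p = 0.00212).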

Non-miRNA stem-loops also displayed more asymmetrical internal loops compared to miRNA stem-loops. 

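Between −13 and −1, the 66 miRNA stem-loops had 112 internal loops, of which 64 were symmetrical, and from 1 to 20 they had 163, of which 81 were symmetrical. The median size in both regions was 2 unpaired bases over both arms.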

The miRNA stem-loops displayed small symmetrical internal loops in the lower-stem and the middle of the upper-stem (Fig. 4c and e). The internal loops at these positions have previously been shown to affect Drosha processing^10,15,33^. 

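Asymmetrical internal loops with at least 6 unpaired bases numbered 7 below the cleavage site, 9 between positions 1 and 20 and 8 at position 21 and above in the miRNA stem-loops. The region from 21 on is shorter and held 44 internal loops in all, of which 34 (77.3%) were asymmetrical.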

Large asymmetrical internal loops were mainly observed in the region 21 bp and above. These large asymmetrical internal loops serve as terminal loop in some miRNAs, such as in Mirlet7b (Supplementary Fig. S9). In contrast, numerous mismatches were observed in non-miRNA stem-loops, most of which formed asymmetrical internal-loops (Fig. 4d and e).

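The 28 non-miRNA stem-loops had 71 internal loops from 1 to 20, of which 46 (64.8%) were asymmetrical, against 50.3% in miRNA stem-loops. Of these 46, 11 had at least 6 unpaired bases, in 10 stem-loops. Below the cleavage site 22 of 41 were asymmetrical, while at 21 and above 14 of 21 were symmetrical. Symmetrical internal loops between −13 and 22 numbered 1.61 ± 1.31 (SD) per non-miRNA and 2.21 ± 1.36 per miRNA stem-loop (permutation p = 0.0588).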

Despite the numerous structural differences between miRNA and non-miRNA stem-loop, their basal junctions were strikingly similar. A sharp decrease in pairing was observed at position -13 in both types of stem-loops (Fig. 4c and d), suggesting that a clear ssRNA-dsRNA junction is a crucial feature for Drosha cleavage. 

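Pairing over both arms was compared just inside and just outside this position. In miRNA stem-loops the share of paired bases was higher by 28.5 ± 30.2 points (SD, 66 stem-loops) from −13 to −11 than from −16 to −14. In non-miRNA stem-loops the step was 5.36 ± 27.2 points (SD, 28 stem-loops), and the 2 groups differed (permutation p = 0.00112, adjusted p = 0.00205). In the flank from −25 to −14, 38.3% of bases were paired in miRNA and 49.7% in non-miRNA stem-loops (permutation p = 0.00858). With the pairs of the 15-nt fold kept, the step was 32.6 ± 29.3 points in miRNA and 16.1 ± 34.1 in non-miRNA stem-loops (permutation p = 0.0232). Over the 65 and 17 stem-loops with the site 15 nt from an end it was 28.2 and 11.8 points, a difference that no longer passed (permutation p = 0.0525). With the pairs kept, the flank no longer differed (35.9% and 40.9%, permutation p = 0.254).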

Similar to miRNA stem-loops, Drosha appears to bind to this ssRNA-dsRNA junction in non-miRNA substrates to cleave ~ 13 bp away from the junction.

### Non-miRNA stem-loop lacks canonical sequence motifs

Several conserved sequence motifs have been identified in miRNA stem-loop precursors and these have been shown to ensure efficient and accurate binding and processing by Drosha. These motifs include the basal UG motif, the apical UGU motif, the CNNC motif and the mGHG motif^10,14^. All sequence motifs were found in the Drosha processed miRNA stem-loops identified in ESCs (Fig. 5a). 

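The motifs were sought at fixed distances from the cleavage sites in the 68 miRNA stem-loops and in the genome beside them. The basal UG at −14 was present in 20 of 68 (29.4%), UGU or GUG starting 21 to 26 nt above the 5′ cleavage site in 30 of 68, and CNNC 16 to 18 nt below the 3′ cleavage site in 42 of the 66 whose flank could be read. At all places in the same sequences, the rates were 10.1% for UG, 25.3% for UGU or GUG over a window of the same width, and 18.1% for CNNC. The mGHG motif was not analysed here.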

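Among the 3 motifs sought in miRNA stem-loops, CNNC was present in 63.6%, UGU or GUG in 44.1% and the basal UG least often. At least 1 of the 3 was present in 59 of 66 (89.4%). Allowing 1 nt on either side of the stated positions raised the shares to 69.7% for CNNC, 48.5% for UGU or GUG and 47.1% for UG.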

The apical UGU motif was found to be the most common motif in the miRNAs expressed in ESCs. In contrast, none of these miRNA motifs were detected in non-miRNA stem-loops (Fig. 5b).

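In non-miRNA stem-loops the basal UG was present in 2 of 41 (two-sided Fisher's exact test against miRNA stem-loops, p = 0.00246), UGU or GUG in 10 of 41 (p = 0.0428) and CNNC in 7 of 28 (p = 0.000721). The rates at all places of these sequences were 8.89%, 17.9% and 18.7%. Of the 28 non-miRNA sequences found as given in the genome, 17 have the Degradome-seq site 15 nt from an end. Elsewhere the motif windows may be misplaced, and the motifs were not tested over these 17 alone. Allowing 1 nt on either side, UGU or GUG no longer differed between the groups (12 of 41, exact p = 0.0702). If the further non-miRNA stem-loop that the paper counts carried UGU or GUG, p would be 0.0697.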

**Figure 5:**
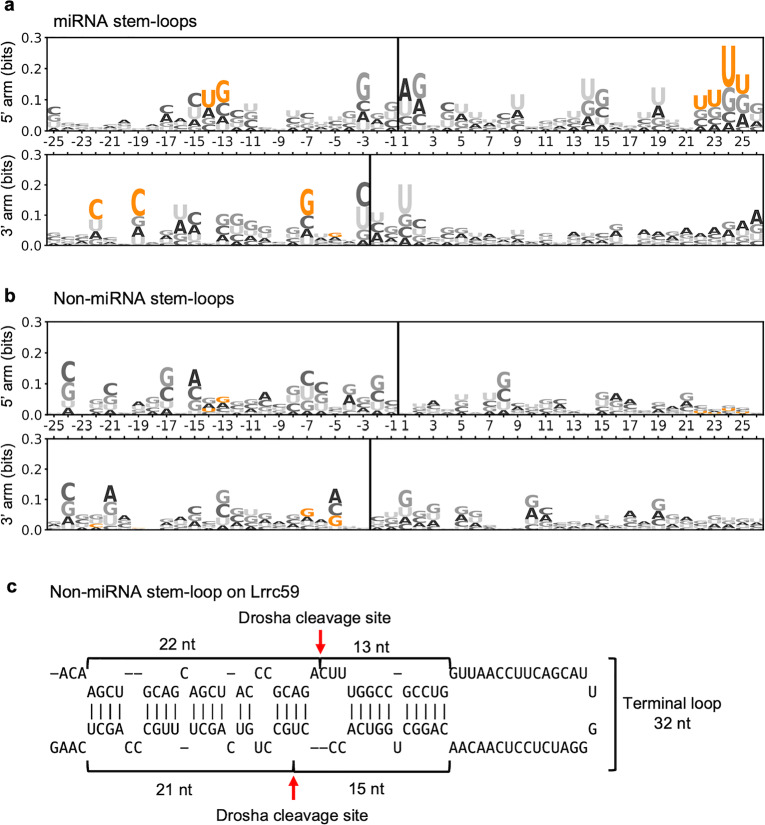
Non-miRNA stem-loops lack known miRNA sequence motifs. Logo of the sequence of Drosha-cleaved (**a**) annotated miRNA and (**b**) non-miRNA stem-loops identified in ESCs. The 5′ arm is shown in the top panels of (**a**) and (**b**), while the 3’ arm is shown in the bottom panels. The position of the Drosha cleavage site is indicated by a solid line. The x-axis indicates the relative position of the stem-loop. The y-axis shows the information bit of the sequence. Known miRNA motifs that are important for Drosha cleavage are highlighted in orange. (**c**) The non-miRNA stem-loop in *Lrrc59* is likely inversely cleaved due to its large terminal loop and lack of sequence motif. The Drosha cleavage sites are indicated by the red arrows.

Sequence motifs are important for the proper orientation of Drosha when it binds to the stem-loops. Without these motifs, Drosha can bind to the apical junction and cleave the stem-loop inversely^37^. While this phenomenon has been demonstrated using pri-miRNA variants in vitro with processing assays, whether it occurs in vivo has been unclear*.* Our analysis revealed a stem-loop in *Lrrc59* that is inversely cleaved by Drosha in ESCs. This stem-loop is characterized by an unusually large terminal loop of 32 nt. 

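The Lrrc59 stem-loop lies in coding sequence on the plus strand of chromosome 11 of GRCm38, from 94634604 to 94634693. Refolded, it had a terminal loop of 32 nt, 20 base pairs and a minimum free energy of −23.2 kcal/mol. It was the only 1 of the 109 stem-loops with a terminal loop of at least 32 nt. The median terminal loop was 6.5 nt in miRNA and 7 nt in non-miRNA stem-loops, and the largest among miRNA stem-loops was 18 nt. The Degradome-seq site at 94634679 had 12.1 ± 4.02 RPM (SD, n = 2) in control and 2.20 ± 0.471 RPM (SD, n = 2) in Drosha-deficient cells, a log2 fold change of −2.38 (standard error 0.39, FDR = 9.7e-05 by limma). A further site at 94634627 fell with a log2 fold change of −3.05 (FDR = 0.000247).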

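In the predicted structure of Lrrc59, 13 nt lie between the 5′ cleavage site and the terminal loop and 15 nt between the loop and the 3′ cleavage site. The stem has 10 base pairs above the cleavage sites and 10 below, and its longest stack is 5.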

The Drosha cleavage site is ~ 13 bp away from the apical junction and has no clear basal junction (Fig. 5c), suggesting that Drosha binds to the apical junction and cleaves the stem-loop in an inverse manner. Together, these findings indicate that Drosha recognizes and processes miRNA and non-miRNA stem-loops differently.

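From the differences in stability, pairing, internal loops and motifs, and from the Lrrc59 stem-loop, the paper concludes that Drosha recognizes and processes the 2 groups of stem-loops in different ways.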

### Drosha cleavage does not necessarily repress gene expression

While Drosha cleavage of transcripts can cause the significant destabilization and downregulation of transcript levels, we found this is not the case for many of the identified Drosha cleavage targets in our study. 

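RNA-seq was done on polyA RNA of ESCs with and without 4-hydroxytamoxifen as for Degradome-seq, with 3 libraries per group. The authors aligned the reads to GRCm38 with STAR and compared the groups with edgeR. Only their comparison was used here, a table of 22376 genes with a log2 fold change, a mean log2 CPM and an FDR for each, so the depth and the spread of the single libraries are unknown here. In the authors' deposited table, Drosha itself had a log2 fold change of −1.35 (FDR = 1.5e-23) and Dicer1 of 0.05 (FDR = 0.470). The median over all genes was 0.03. To place a list of genes, its median log2 fold change in the authors' deposited table was set against 10000 random lists. These had the same size and were matched on mean expression. The hosts of non-miRNA stem-loops were not placed in this way.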

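In the authors' deposited table, the FDR was under 0.05 for 5574 genes with a positive and 5842 with a negative log2 fold change. Past the fold change threshold were 1088 and 375 of these, and past a threshold of 1, 1970 and 904. Host genes of the miRNA stem-loops of Supplementary Table S5 are among those with the largest increases there. The list names 92 hosts and miRNA genes, of which 51 are in the authors' deposited table, with a median log2 fold change of 3.71, above all 10000 random lists (their median 0.07). Of the 51, 49 were higher and 2 lower, and 48 had an FDR under 0.05 over all genes and 48 adjusted over the list alone. In the authors' deposited table Mir290a, Mir291a and Mir292 had log2 fold changes of 9.64, 8.43 and 6.24, Mir17hg of 3.94, Mirg of 3.71, Aopep of 3.38, Lncppara of 7.16, Dleu2 of 1.92 and Rcan3 of 1.69. Without the small RNA genes themselves, 20 hosts had a median of 1.80, and 18 of them were higher.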

Differential gene expression analysis revealed that 1088 genes were significantly upregulated, and 375 genes were significantly downregulated (|logFC|> 1.5 and FDR < 0.05) in Drosha-depleted ESCs (Supplementary Fig. S10 and Supplementary Table S6). Except for Dgcr8, the cleavage of non-miRNA stem-loops results in only moderate to little reduction in transcript levels. This observation suggests that the cleavage of non-miRNA stem-loops might be either inefficient due to the absence of features that facilitate Drosha processing, or Drosha interaction serves a function other than destabilization for these transcripts.

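The list of host genes of non-miRNA stem-loops holds 35 genes, all in the authors' deposited table, with a median log2 fold change of −0.23. This median was not set against random lists, so whether it lies below that of genes of like expression is not known here. Dgcr8 had the highest value in the list, 1.98 (FDR = 1.5e-30), followed by Gm38393 at 0.77 in the authors' deposited table. Dgcr8 was the only host past 1.5. In the authors' deposited table 31 of the 35 were between −1 and 1, 10 were higher and 25 lower. Of the 26 with an FDR under 0.05, 7 were higher and 19 lower. The lowest was Gm10143 at −2.53 (FDR = 0.0896) and a mean log2 CPM of −2.76 in the authors' deposited table. With only the 27 hosts whose site was called decreased, the median was −0.15. Cad and Lrrc59 were at −0.23 and −0.78 in the authors' deposited table. From the small changes at these hosts, the paper proposes that the cleavage is inefficient or that Drosha has another function at these transcripts.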

## Discussion

Drosha cleaves many non-miRNA stem-loops in mouse ESCs. Our analysis of these non-canonical stem-loop substrates revealed fundamental differences between these and miRNA stem-loops. Specifically, we found that non-miRNA stem-loops are less thermodynamically stable and more likely to fold into alternative structures. Moreover, they lack the sequence and structural motifs normally found in miRNA stem-loops that ensure Drosha cleavage at single nucleotide precision. Consequently, Drosha can cleave these non-canonical substrates at positions that are typically inhibited in miRNA stem-loops.

Pri-miRNA stem-loops are typically thermodynamically stable and unlikely to fold into alternative structures. Many non-coding RNAs adopt specific secondary structures to carry out their functions, such as the clover-shaped transfer-RNAs. These RNAs have evolved over time, leading to exceptional thermodynamic stability and low structural diversity, which facilitate their processing and functionality^38,39^. Similarly, the stem-loop structure of miRNA plays a crucial role in its biogenesis^3^. Thus, like other functional non-coding RNAs, miRNA precursors have a stable structure that enables their efficient and accurate processing by Drosha and Dicer to produce functional miRNAs. However, a stable stem-loop in mRNA would hinder other processes, such as the progression of ribosomes along an mRNA thereby impairing protein expression^40^. Therefore, a stable stem-loop would be undesirable in mRNAs, which could explain why non-miRNA stem-loops are generally less stable.

The structure and sequence motifs of miRNA stem-loops are important for accurate binding and processing by Drosha. Drosha needs to bind to the ssRNA-dsRNA junction at the base and cleave ~ 11 bp away to produce miRNA intermediates^12,13^. However, due to the symmetrical structure of a stem-loop (i.e. ssRNA-dsRNA-ssRNA), Drosha can also bind to the apical junction, which could result in inverse cleavage of the stem, closer to the loop than to the base. To prevent this, several miRNA stem-loop sequences and structure motifs have been found in miRNA stem-loops to encourage binding of Drosha to basal junction and therefore inhibit inverse cleavage. This includes the UGU motif at the apical junction that interacts with Dgcr8, positioning Drosha towards the lower-stem^41^, while the CNNC motif interacts with Srsf3 to recruit Drosha to the lower-stem^14,42^. The basal UG and mGHG motifs also serve as Drosha-interacting motifs, enabling precise binding to the stem-loop^10,13^. Recently, a MidMW10 motif, located 10–12 nt away from the Drosha cleavage site in the upper-stem has also been shown to be essential for preventing inverse cleavage^15^. None of these structure and sequence motifs were found in non-miRNA stem-loops that are cleaved in ESCs. Consequently, inverse cleavage of non-miRNA substrates by Drosha, such as the stem-loop in *Lrrc59* that we described, is possible.

A difference between miRNA and non-miRNA stem-loops was anticipated because Drosha cleavage of mRNA stem-loops generally does not produce meaningful quantities of mature miRNAs. Consequently, many features required for precise miRNA production are unnecessary for non-miRNA stem-loop cleavage. However, the absence of Drosha recognition and processing features renders Drosha cleavage less efficient in repressing the expression of transcripts harboring non-miRNA stem-loops. This raises the question of why Drosha cleaves them at all. One possibility is that the cleavage serves a purpose other than destabilization, such as promoting alternative intron splicing. This has been demonstrated by Havens et al.^43^ and Lee et al^44^, where cleavage of a stem-loop promotes alternative splicing but has little impact on the gene expression level.

Even though the cleavage of most non-miRNA stem-loops is not efficient enough to repress gene expression in the ESCs, the possibility remains that *trans-* or *cis-*acting elements may facilitate Drosha-mediated cleavage of non-canonical stem-loop substrates to achieve spatiotemporally regulation of specific targets. It has been shown that post-transcriptional modification of target RNA can affect Drosha processing. N^6^-methyladenosine (m^6^A) on the RNA upstream of the stem-loop has been shown to recruit Drosha to the vicinity of pri-miRNA stem-loops and enhance Drosha processing efficiency^45^. Such modification may also be present upstream of non-miRNA stem-loops to ensure Drosha recruitment and to enhance cleavage efficiency. Additionally, the stability of stem-loops may be affected by ADAR enzyme-dependent A-I editing, thereby altering Drosha's processing efficiency on the stem-loop^46^.

Accessory proteins of the microprocessor may also affect non-canonical stem-loop processing. Although the minimal microprocessor complex of Drosha and Dgcr8 alone is sufficient to process pri-miRNA stem-loops, numerous accessory proteins that interact with the complex have been identified. These include the DEAD-box helicases (Ddx5) and tumor suppressor p53 that are required for Drosha-mediated processing of a subset of miRNAs^47^. Additionally, hnRNP TAR DNA-binding protein 43 (Tdp43) can interact with Drosha to increase its stability and promote processing^48^. Such accessory proteins may facilitate the processing of non-canonical miRNA stem-loops.

Furthermore, post-translational modifications can also regulate the microprocessor. Acetylation of lysine residues within the N-terminal of Drosha has been found to repress ubiquitin-mediated proteasome decay^49^. Deacetylation of Dgcr8 by histone deacetylase 1 (Hdac1) has been found to increase the affinity of Dgcr8 for a subset of pri-miRNA^50^. At least 23 phosphorylated amino acids have been found on Dgcr8. Phosphorylation appears to increase the stability of Dgcr8 without affecting its ability to interact with Drosha^51^. Similar post-translational modifications can regulate both protein–protein and protein-RNA interactions, thereby affecting Drosha’s processing efficiency on non-canonical stem-loop targets.

Our analysis is likely underestimating the number of possible Drosha targets. We focused on stem-loops where the two cleavage sites are at most 100 nt apart on the same RNA. Structural studies of Drosha^12,13^ and Drosha targets (Fig. 4c and d) suggest that the ssRNA-dsRNA junction is a crucial feature for successful Drosha cleavage. Such a ssRNA-dsRNA junction can also be present in longer stem-loops or between a pair of sense:antisense transcripts. It is possible that these might also be recognized and cleaved by Drosha but further studies are required to explore these possibilities.

Our study has provided a comprehensive analysis of stem-loops cleaved by Drosha in ESCs, revealing that the non-canonical stem-loop substrates of Drosha differ significantly from pri-miRNA stem-loops. Drosha cleavage-mediated gene repression has been shown to be critical for safeguarding the pluripotency of the stem cells^23–25^. Determining how this Drosha cleavage of non-canonical targets is achieved will therefore be critical for understanding the mechanisms regulating stem cell pluripotency, and the knowledge from this study provides a foundation for such future studies into the regulation of Drosha function.

## Materials and methods

### Generation of conditional Dicer ESCs

Conditional LoxP-flanked *Dicer*^*fl/fl*^ ESCs were derived from blastocysts obtained from *Dicer1*^*fl/fl*^ mice^52^. A time-mated female mouse was euthanized by CO_2_ asphyxiation 3 days after the vaginal plug was confirmed. The uterine horns were harvested, and blastocysts flushed out with PBS. Individual blastocysts were then deposited into wells containing Mitomycin C-inactivated mouse embryonic fibroblasts as feeder cells and cultured in KnockOut DMEM (Gibco) supplemented with 20% Knockout Serum Replacement (Gibco), non-essential amino acids (Gibco), 0.1 mM β2-mercaptoethanol and 10^3^ U/mL LIF (Peprotech). The wells were monitored daily for outgrowth from the blastocysts. Upon outgrowth, the well was trypsinized into a single cell suspension and transferred into a larger well for picking of individual colonies. This animal work was approved by the St Vincent’s Hospital Animal Ethics Committee. The experiments were performed in accordance with relevant guidelines and regulations under the Australian code for the care and use of animals for scientific purposes.

### Mouse ESCs culturing

Conditional LoxP-flanked *Drosha*^*fl/fl*^* Gt(ROSA)26Sor*^*CreERT2*^ ESCs have been described previously ^28^. All ESCs were cultured in KnockOut DMEM, supplemented with 10% heat-inactivated fetal bovine serum (GE Healthcare Life Sciences), 5% KnockOut Serum Replacement (Gibco), 1% sodium pyruvate (Gibco), 1% non-essential amino acids, 1% penicillin–streptomycin-glutamine (Gibco), 0.1 mM 2-mercaptoethanol and 10^3^ U/mL LIF on a Mitomycin C-inactivated mouse embryonic fibroblasts.

Deletion of the floxed Drosha allele was achieved by adding 100 nM 4-hydroxytamoxifen (Sigma-Aldrich) to the *Drosha*^*fl/fl*^* Gt(ROSA)26Sor*^*CreERT2*^ ESCs for 72 h. The medium was then replaced (without 4-hydroxytamoxifen) for a further 48 h to allow for depletion of Drosha-dependent miRNAs before analysis.

Deletion of the floxed Dicer allele was achieved by transducing the *Dicer*^*fl/fl*^ ESCs with a Cre-expressing retrovirus^53^. The virus also contained a GFP reporter that allowed for the sorting of transduced cells. GFP^+^ ESCs were sorted 3 days after transduction, then cultured for a further 2 days before analysis.

### Quantitative (q)RT-PCR

Total RNA was extracted from the cells using TRIsure (Bioline) following the manufacturer’s instructions. For measuring mRNA expression, 1 μg total RNA was reverse transcribed with 50 ng random hexamers using M-MuLV reverse transcriptase (NEB). 1/20th of the resulting cDNA was used and then analyzed by qRT-PCR using GoTaq qPCR master mix (Promega). The following primer pairs were used:

5′-GACGACGACAGCACCTGTT-3′ and 5′-GATAAATGCTGTGGCGG-ATT-3′ for Drosha;

5′-TCTGCAGGCTTTTACACACG-3′ and 5′-CAGCCAATGATGCAAA-GATG-3′ for Dicer;

5′-CACAGCTTCTTTGCAGCTCCTT-3′ and 5′-CGTCATCCATGGCGAAC-TG-3′ for β-actin.

Taqman miRNA assays (Thermo Fisher) were used to quantify the expression of mature miRNAs and U6 snRNA (control). For each target, 10 ng total RNA was reverse transcribed with its specific reverse transcription primer using 25 U Multiscribe reverse transcriptase. qRT-PCR then performed on 1/15th of the cDNA with Taqman universal PCR master mix and 1X Taqman miRNA assay mix (miR-16 assay ID: 000391; miR-191 assay ID: 002299; miR-320 assay ID: 002277; miR-484 assay ID: 001821; U6 snRNA assay ID: 001973).

### Degradome sequencing library construction

Degradome-seq libraries were constructed based on a previously described protocol^26^. In brief, polyA-tailed RNA was isolated from 75 μg of total RNA using the Dynabeads mRNA direct purification kit (Thermo Fisher) following the manufacturer’s instructions. An RNA linker (5′-CACGACGCUCUUCCGAUCU-3′) was ligated to the polyA RNA with T4 RNA ligase (Thermo Scientific) to capture RNAs with a 5’P, a hallmark of RNase III cleavage. The ligation products were then purified with the Dynabeads mRNA direct purification kit and reverse transcription was performed using Superscript III reverse transcriptase (Invitrogen) and random hexamer primer attached to reverse adaptor sequence (5′-AGACGTGTGCTCTTCCGATCNNNNNN-3′). The cDNA was cleared of RNA by treating it with RNase H (NEB). Half the cDNA was subjected to 2nd strand synthesis using Phusion high-fidelity DNA polymerase (NEB) with primers to the 5′ RNA linker and reverse adaptor (5′-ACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′ and 5′-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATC-3′) using the cycling conditions: 98 °C for 1 min, (98 °C for 30 s, 58 °C for 30 s, 72 °C for 1 min) × 7 cycles, and 72 °C for 5 min. The resulting cDNA was resolved on a Low Melting Point agarose gel (Scientifix) and cDNA corresponding to 200–400 bp were gel purified. This cDNA library was then PCR barcoded with PCR Primer 1.0 (5′-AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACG-3′) and a sample-specific barcode primer (5′-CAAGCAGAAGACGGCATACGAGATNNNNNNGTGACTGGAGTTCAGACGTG-3’) using MyTaq Red Mix (Bioline) for 15 cycles. The resulting cDNA libraries were sequenced on the NextSeq 500 platform (Illumina) for 75 cycles in single-end high-output mode at the Australian Genome Research Facility.

### Gene-specific degradome qRT-PCR

PolyA-tailed RNA was isolated from 75 μg of total RNA using the Dynabeads mRNA direct purification kit following the manufacturer's instructions. An RNA linker (5′-CACGACGCUCUUCCGAUCU-3′) was ligated to the polyA RNA with T4 RNA ligase to capture RNAs with a 5′P. The ligation products were then purified with the Dynabeads mRNA direct purification kit and reverse transcription was performed using Superscript III reverse transcriptase and random hexamer primers.

One-twentieth of the resulting cDNA was pre-amplified for 20 cycles using 5 U Taq DNA polymerase (NEB), with 1 μM forward primer to the 5′ RNA linker (5′-ACTCTTTCCCTACACGACGC-3′) and 1 μM gene-specific outer reverse primers: 5′-TTCATGGGGCAGCACTTGGA-3′ for Dgcr8; 5′-TGGCCGAATCTGCTACTTCAC-3′ for Rcan3; and 5′-TCTGTCCGTCACCTTGCCTT-3′ for Chpf2. One-hundredth of resulting pre-amplified cDNA was then analyzed by qPT-PCR using GoTaq qPCR master mix with 0.5 μM forward primer to the 5′ RNA linker (5′-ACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′) and 0.5 μM gene-specific inner reverse primers: 5′-AGGGACTCTCATATGTCTCCA-3′ for Dgcr8; 5′-CTCAGAGTGCACAGTCCAGC-3′ for Rcan3; and 5′-TGTTGGCCTGTTCCTGTTCA-3′ for Chpf2.

### Sequence processing and alignment of Degradome-seq libraries

Processing and alignment of Degradome-seq libraries were performed on the Galaxy Australia platform^54^. The raw reads were processed using the Trimmomatic program^55^ (version 0.38.0) to remove Illumina platform-specific adaptor sequences and low-quality bases (below 20 across 4 nt). The processed reads were then aligned to the mouse reference genome GRCm38 (mm10) using RNA STAR with default parameters^56^ (version 2.7.8a).

### Degradome-seq analysis pipeline

The depth of Degradome-seq reads at each locus was determined by counting the number of reads starting at that locus. The raw counts were normalized as the reads per million (RPM). The depth of read at the 5’ end was denoted by $$C5$$. For each genomic locus i, we generated a counting vector $${C}_{i}$$ by

$${C}_{i}=C{5}_{i-10}, C{5}_{i-9}, C{5}_{i-8}, \dots , C{5}_{i}, C{5}_{i+1}, \dots , C{5}_{i+10}.$$

We retrieved a list of miRNAs from MirGeneDB^57^. The genomic loci immediately upstream of the 5' end of the 5' arm miRNA or downstream of the 3' end of the 3' arm miRNA were considered as known Drosha cleavage sites. The counting vector of these known Drosha cleavage sites was utilized as the positive training dataset. A set of 1000 loci was randomly selected from the rest of the genome as a negative training dataset. These positive and negative training datasets were used to train a generalized linear model using the *cv.glmnet* function in the R package *glmnet*^58^, with the following parameters: family = “binomial”, type.measure = “class”, nfolds = 10. The training error was accessed by sensitivity, specificity, and the area under the curve (AUC). The AUC was calculated using the R package *pROC*^59^ (version 1.18.0). The sensitivity and specificity were calculated using the formulas below:

$$Sensitivity= \frac{TP}{TP+FN} ,$$

$$Specificity= \frac{TN}{TN+FP} ,$$

where $$TP$$ is true positive, $$FN$$ is false negative, $$TN$$ is true negative, and $$FP$$ is false positive. We considered the model trained successfully if it had sensitivity > 0.9, specificity > 0.9, and AUC > 0.9. We then applied the model to the rest of the genomic loci to identify those with a similar stacking pattern (i.e., pile-up site) to the known pri-miRNAs. The step between randomly selecting 1000 negative samples and applying the model to the rest of the genomic loci was repeated until the datasets were classified 1000 times. A locus was considered a true pile-up site if it was classified as a pile-up site in more than 900 iterations in both control ESC replicates.

To determine whether a pile-up site was dependent on Drosha or Dicer, we performed differential pile-up analysis between Drosha deficient and control ESCs or Dicer deficient and control ESCs using the *edgeR* package^60^ (version 3.26.1). Raw read counts starting at each genomic locus were normalized by the trimmed mean of M values (TMM), and the dispersion was estimated by calling the function *estimateDisp()*. The testing of differential pile-ups was performed by calling functions *glmQLFit()* and *glmQLFTest()*. A genomic locus with a log_2_ fold change (log_2_FC) < (− 1.5) and false discovery rate (FDR) < 0.05 were considered significant.

### Sequence processing and alignment of small RNA sequencing libraries

Small RNA sequencing (sRNA-seq) libraries used in this study are retrieved from the NCBI Gene Expression Omnibus (GEO) database (Supplementary Table S1) and the processing and alignment of reads were performed on the Galaxy Australia platform^54^. The quality of the reads and the representation of the sequencing adapters were accessed by the FastQC program (version 0.72), and the reported adapter sequences were trimmed using cutadapt^61^ (version 1.16). The processed reads were collapsed into unique reads using an in-house. The unique reads were then aligned to the mouse reference genome GRCm38 (mm10) using RNA STAR with default parameters^56^ (version 2.7.8a).

### Identification of Drosha-cleaved stem-loops

Positions identified as Drosha-dependent cleavage sites in the Degradome-seq analysis were denoted as $${D}_{i}$$. Reads starting or ending between $${D}_{i-100}$$ and $${D}_{i-25}$$ or between $${D}_{i+25}$$ and $${D}_{i+100}$$ were collected. If the sRNA-seq reads stack at one of the termini and the depth of that terminus is > 1 RPM (denoted as $${S}_{j}$$), the RNA sequence between $${S}_{j-15}$$ and $${D}_{i+15}$$ or between $${D}_{i-15}$$ and $${S}_{j+15}$$ was used to predict the secondary structure using *RNAfold* program in the *ViennaRNA* package^62^ (version 2.4.17) with the following option: RNAfold -p -d2 –noLP –MEA. The 3′ overhang was calculated in the structure generated by *RNAfold*. The structure was considered an authentic Drosha-cleaved stem-loop if $${S}_{j}$$ and $${D}_{i}$$ form a 3′ 2 ± 2 nt overhang.

### Overlapping analysis

To obtain a list of Drosha cleavage targets captured in Degradome-seq libraries from Karginov et al.^26^, we reanalyzed the Degradome-seq dataset using the method developed in this study. The Drosha cleavage targets identified in HEK293T and HeLa cells^27^ were converted to mouse genes using “Mouse/Human Orthology with Phenotype Annotations” obtained from Mouse Genome Informatics (MGI). The identification of overlapping Drosha targets was performed using the *ggVennDiagram* package^63^.

### Differential gene expression analysis

Stranded RNA sequencing (RNA-seq) libraries were prepared using the TruSeq Stranded mRNA Sample Preparation Kit from 3 μg total RNA. The libraries were sequenced on the Illumina NovaSeq 6000, generating 20 million 100 bp single-end reads at Australian Genome Research Facility. The raw reads were aligned to the mouse reference genome GRCm38 (mm10) using RNA STAR with default parameters. The differential gene expression analysis was performed using *edgeR* package^60^. Genes with |log_2_FC|> 1.5 and FDR < 0.05 were considered to be significantly differentially expressed.

### Analysis of stem-loop thermodynamic properties

The length of the stem-loop was determined as the distance between $${D}_{i}$$ and $${S}_{j}$$ with a 15 nt flanking sequence. The base pairing frequency and maximum stacking of base pairing were normalized to the length of the stem-loop. The base pair composition was normalized to the total number of base pairs in the stem.

### Analysis of stem-loop structural diversity

The ensemble diversity of the stem-loop was obtained from the *RNAfold* output using the option described above. The positional entropy of the stem-loops was calculated using script *mountain.pl* in the *ViennaRNA* package^62^ (version 2.4.17).

### Information bits plot of structural features

The secondary structure between $${D}_{i}$$ and $${S}_{j}$$ with a 25 nt flanking sequence was predicted using the *RNAfold* program with the following option: RNAfold -p -d2 –noLP -C. The position of paired bases in secondary structure between $${D}_{i}$$ and $${S}_{j}$$ with a 15 nt flanking sequence was used as a constraint to inform the prediction. This ensured that paired bases remained paired when incorporated with longer flanking segments.

An in-house script was used to determine whether a position forms a base pair, an internal loop (symmetrical or asymmetrical), a terminal loop, or flanking segments. The resulting data was used to generate information bits plots with the Python package *Logomaker*^64^ (version 0.8).

### Sequence Logo

The sequence logo was generated using the Python package *Logomaker*^64^ (version 0.8) and the sequence between $${D}_{i}$$ and $${S}_{j}$$ with a 25 nt flanking sequence.

### Statistical analysis

Two-tailed *t*-tests were used to perform statistical analysis on the qPT-PCR data. If not indicated, two-tailed unequal variance *t*-tests (Welch’s *t*-test) were used to analyze the differences between miRNA and non-miRNA stem-loop features. Results were considered statistically significant at *p* < 0.05.

### Supplementary Information

Supplementary Figures.

Supplementary Tables.

## Data Availability

The data underlying this article are available in NCBI GEO and can be accessed with accession number GSE228299. All methods are reported in accordance with ARRIVE guidelines (https://arriveguidelines.org).

# Supplementary material for: Non-canonical RNA substrates of Drosha lack many of the conserved features found in primary microRNA stem-loops
**Source:** Sci Rep. 2024 Mar 20;14:6713. doi: 10.1038/s41598-024-57330-5
**Supplement:** Supplementary file 1 — Supplementary Figures.

## SUPPLEMENTARY INFORMATION

### **Non-canonical RNA substrates of Drosha lack many of the conserved features found in primary microRNA stem-loops**

Karen Gu<sup>1,2</sup>, Lawrence Mok<sup>1</sup>, Matthew J. Wakefield<sup>3,4</sup> and Mark M.W. Chong<sup>1,2,\*</sup>

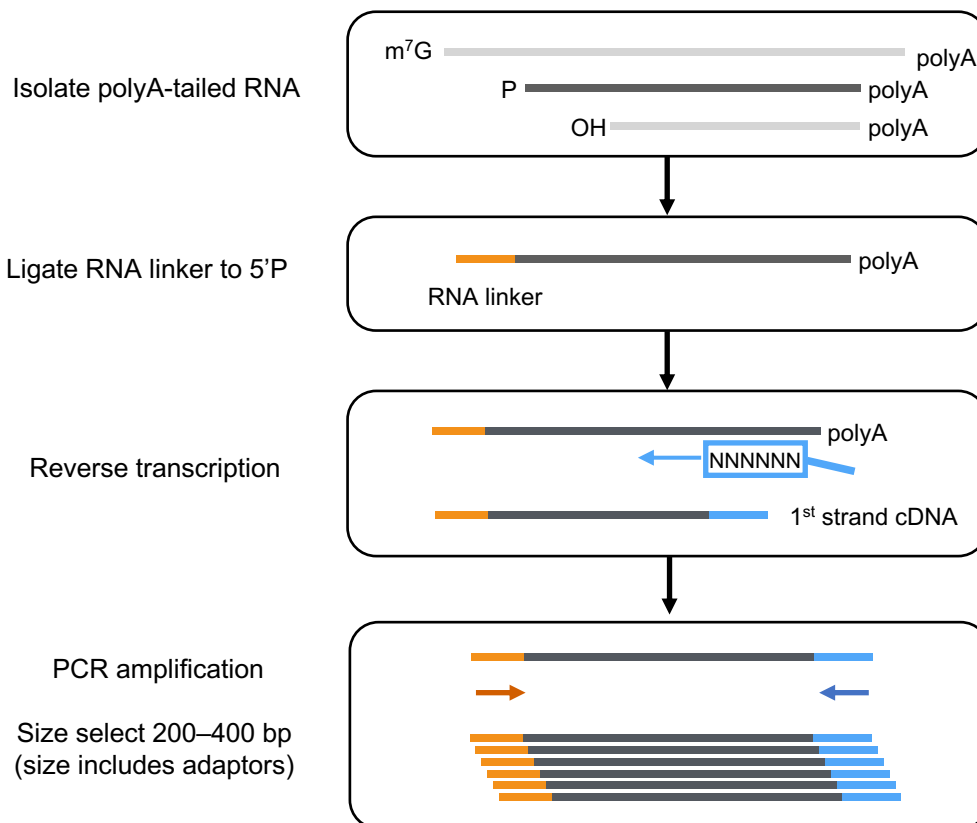

**Supplementary Figure S1.** Degradome-seq workflow. PolyA-tailed RNA was isolated and an RNA linker (in orange) was ligated to fragments containing a 5'phosphate, a hallmark of Drosha cleavage. All RNAs were reverse transcribed with random hexamers linked to a reverse adaptor sequence (in blue). Captured 5'phosphate-containing polyA RNAs were then PCR amplified with primers to the two adaptors, and size-selected for high-throughput sequencing on an Illumina NextSeq 500 platform.

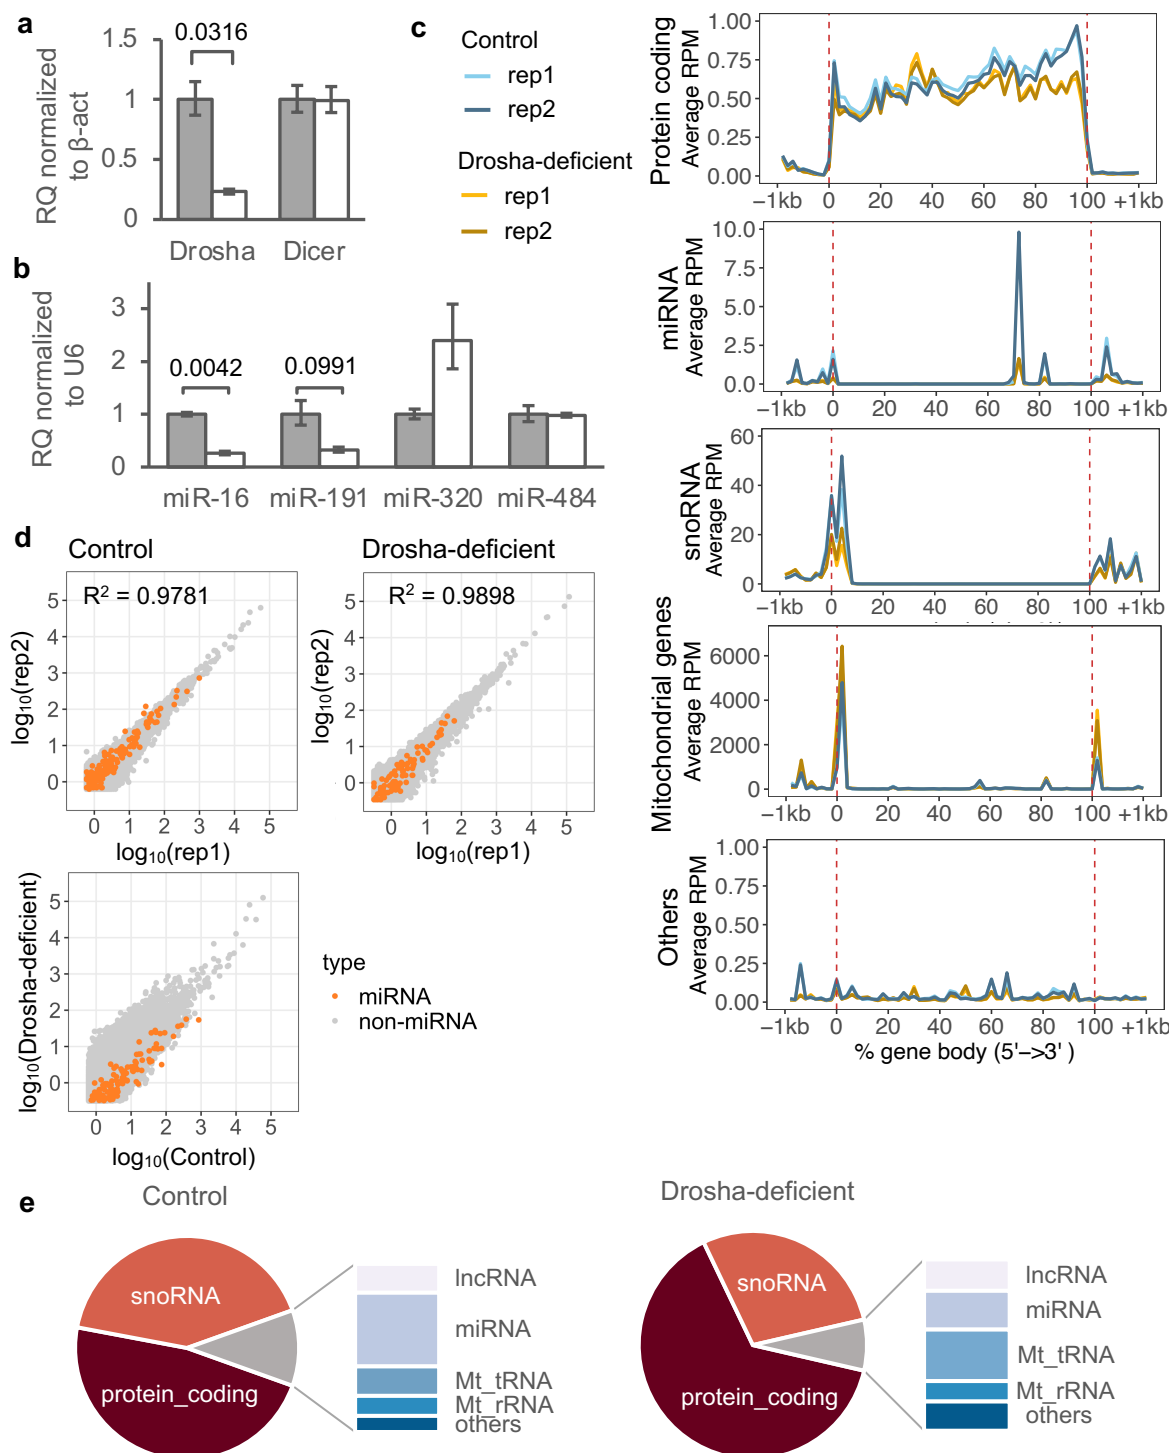

**Supplementary Figure S2.** Quality control for control and Drosha-deficient Degradome-seq libraries. **(a)** qRT-PCR analysis for Drosha and Dicer mRNA levels in Drosha-deficient ESCs, normalized to  $\beta$ -actin. **(b)** Taqman qRT-PCR analysis for expression of select mature canonical miRNAs (miR-16 and miR-191) and non-canonical miRNAs (miR-320 and miR-484) in Drosha-deficient ESCs, normalized to U6 snRNA. For **(a)** and **(b)**, bars indicate mean  $\pm$  S.E.M (n = 2). Statistical testing: two-tailed independent t-test. The P-values are indicated above the bars. **(c)** Gene body coverage of Degradome-seq libraries. **(d)** Correlation between replicate degradome-seq libraries. Each dot represents the depth of the 5' end of the read at each locus. Loci within annotated miRNA gene are highlighted in orange. **(e)** Distribution of pile-up sites in control and Drosha-deficient Degradome-seq libraries.

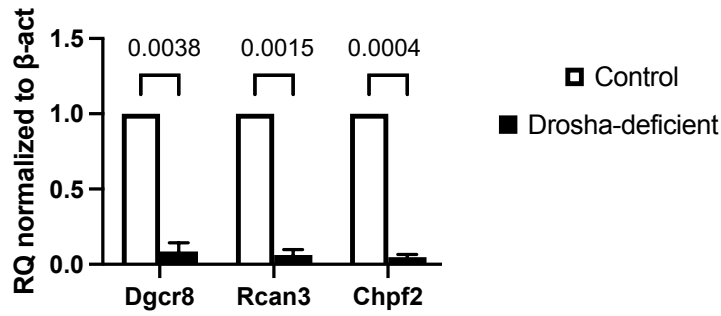

**Supplementary Figure S3.** Gene-specific degradome qRT-PCR analysis. Gene-specific degradome qPT-PCR analysis was performed capturing polyA RNAs and ligating a common adaptor to the residual 5' phosphate. PCR for selected Drosha targets with a reverse transcript specific primer and a forward primer in the adaptor. The means  $\pm$  S.E.M ( $n = 2$ ), normalized to  $\beta$ -actin are shown. Statistical testing: two-tailed independent t-test. The P-values are indicated above the bars.

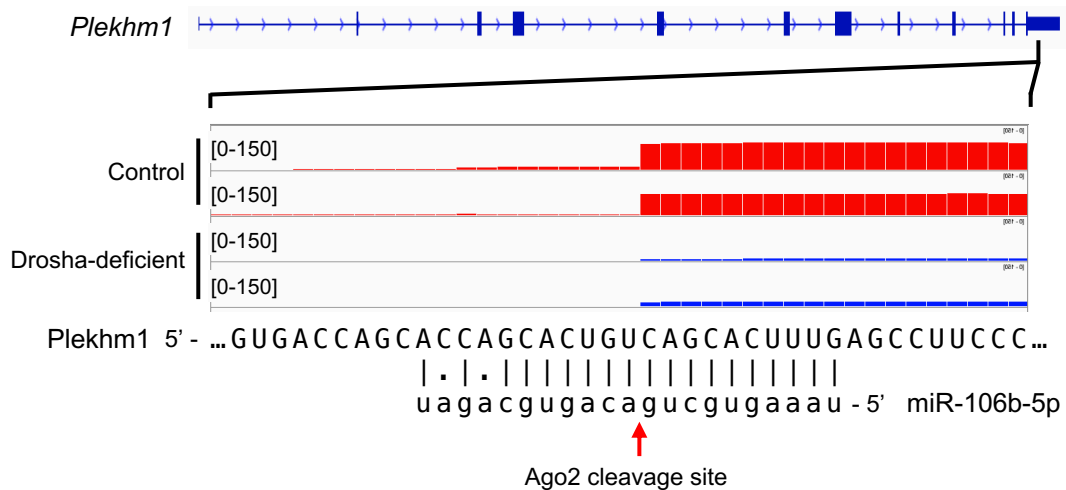

**Supplementary Figure S4.** Ago2-dependent miRNA-guided cleavage of *Plekhm1*. Shown is the Degradome-seq read pile-up in the *Plekhm1* gene comparing Drosha-deficient (blue) and control (red) ESCs. This is a known Ago2-dependent cleavage site resulting from high complimentary with miR-16-5p sequences. The read depth range is indicated in the square brackets.

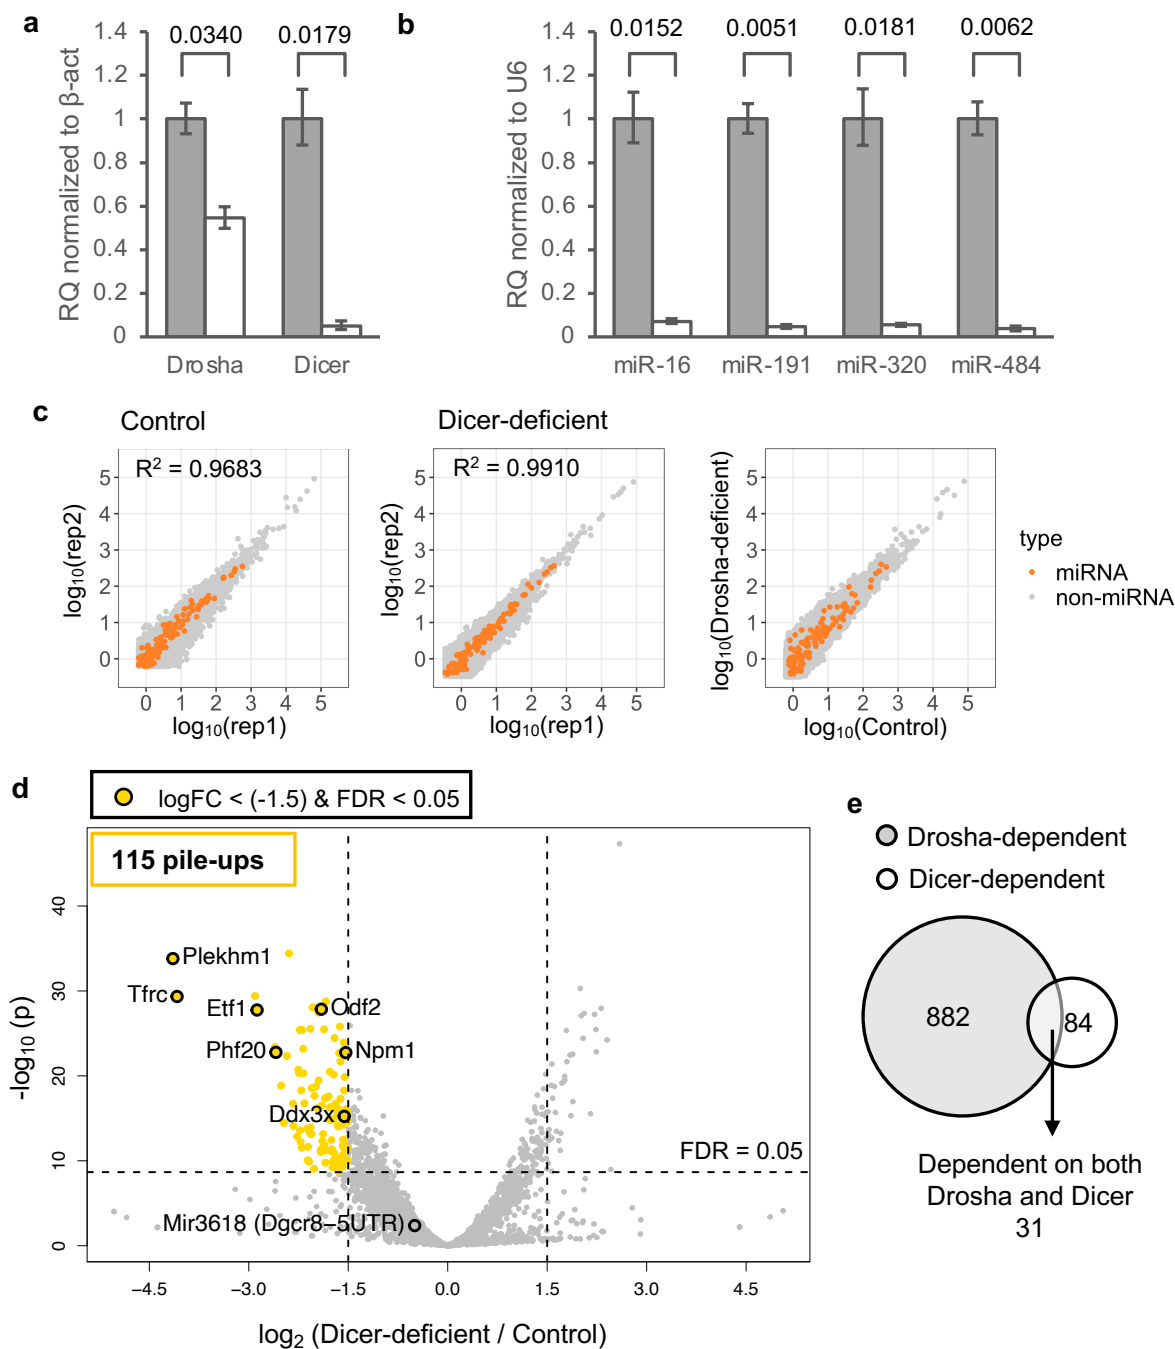

**Supplementary Figure S5.** Dicer-dependent Degradome-seq pile-up sites. **(a)** qRT-PCR analysis of Drosha and Dicer mRNA levels in Dicer-deficient versus control ESCs, normalized to  $\beta$ -actin mRNA. **(b)** Taqman qRT-PCR analysis for expression of selected mature canonical miRNAs (miR-16 and miR-191) and non-canonical miRNAs (miR-320 and miR-484) in Dicer deficient ESCs, normalized to U6 snRNA. For **(a)** and **(b)**, bars indicate mean  $\pm$  S.E.M ( $n = 2$ ). Statistical testing: two-tailed independent t-test. The P-values are indicated above the bars. **(c)** Correlation between replicate degradome-seq libraries. Each dot represents the depth of the 5' end of the read at each locus. Loci within annotated miRNA gene are highlighted in orange. **(d)** Volcano plot of site pile-ups comparing Dicer-deficient and control ESCs. Sites that are significantly decreased ( $\log_{FC} < [-1.5]$  and  $\text{FDR} < 0.05$ , 115 sites) in Dicer deficient cells are indicated in yellow. **(e)** Venn diagram of cleavage sites in ESCs that are dependent on Drosha (decreased in Drosha-deficient cells) versus Dicer (decreased in Dicer-deficient cells).

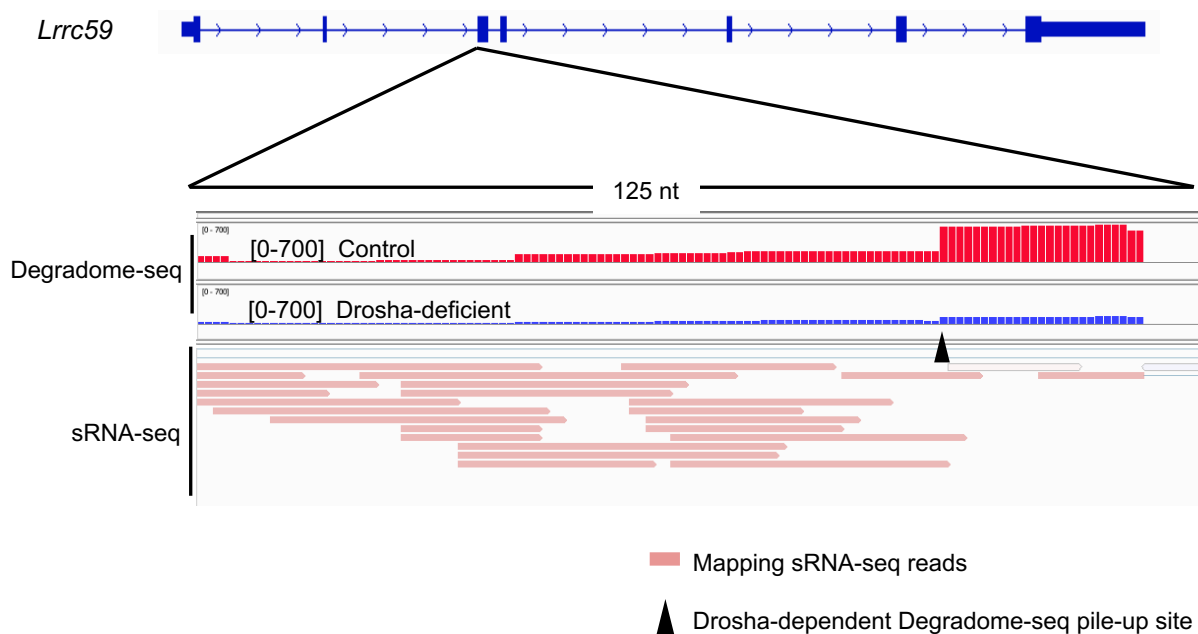

**Supplementary Figure S6.** Alignment of sRNA-seq reads mapping to the Drosha-dependent cleavage site in *Lrrc59* (indicated by black triangle). Depth of Degradome-seq reads comparing Drosha-deficient (blue) and control (red) ESCs is shown in the upper two tracks. The data range for each track is indicated in square brackets. The third track shows a collapsed view of sRNA-seq reads mapping to *Lrrc59*.

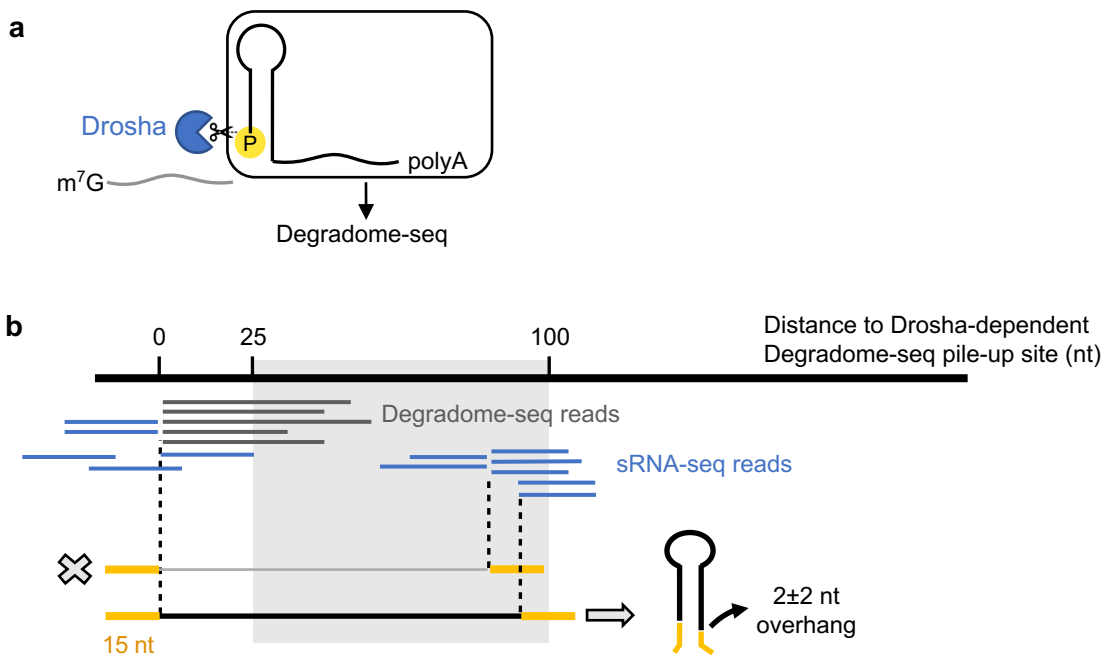

**Supplementary Figure S7.** Identifying the boundaries of Drosha-cleaved stem-loops that are downstream of Degradome-seq pile-up sites. **(a)** The fragment that Degradome-seq captures if Drosha only cleaves the 5' arm of the stem-loop. **(b)** Strategy for identifying Drosha-cleaved stem-loops that are downstream of the Degradome-seq pile-up site.

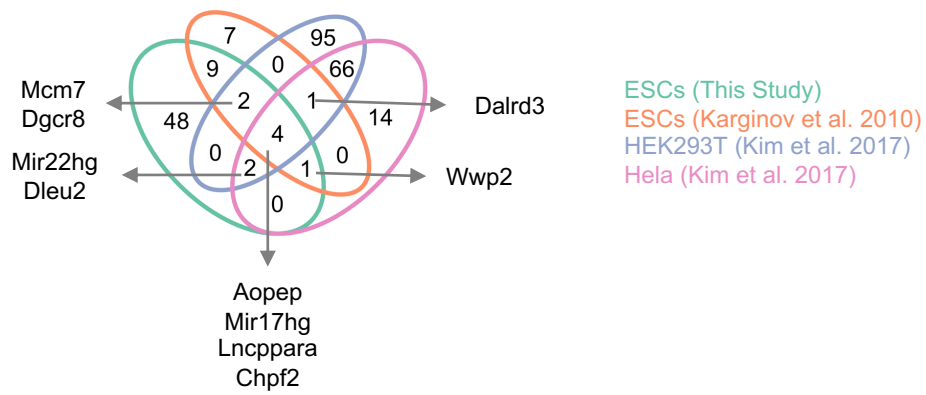

**Supplementary Figure S8.** Overlapping of Drosha cleavage targets in different cell types. Drosha cleavage targets identified by Karginov et al. and Kim et al. overlap with Drosha cleavage targets identified in this study. The RNAs that are identified as Drosha cleavage targets in at least three datasets are listed.

Stem-loop of Mirlet7b

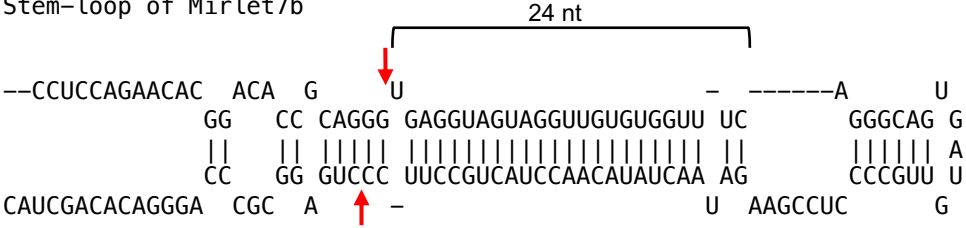

↓↑ Drosha cleavage sites

**Supplementary Figure S9.** The secondary structure of the stem-loop of Mirlet7b. The stem-loop has a large asymmetrical internal loop that is 24 nt away from Drosha cleavage site on the 5' arm, which serves as the terminal loop.

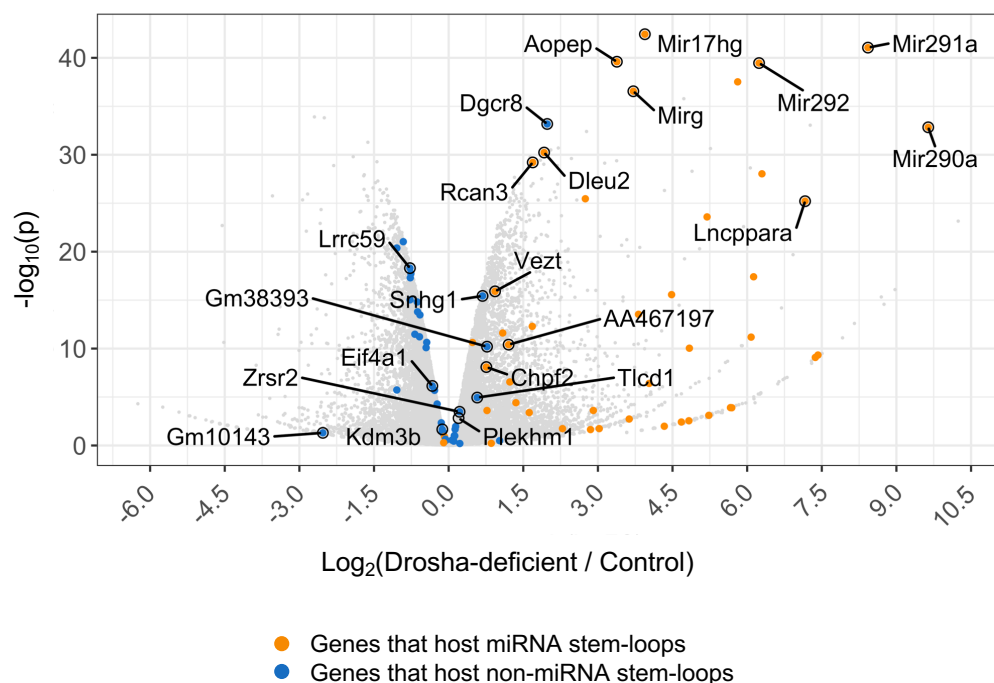

**Supplementary Figure S10.** Volcano plot of RNA-seq data comparing Drosha-deficient and control ESCs. Genes hosting miRNA stem-loops (orange) or non-miRNA stem-loops (blue) that are cleaved by Drosha in ESCs are highlighted.

How the deposited data were processed for this re-analysis (not part of the article)

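Degradome-seq was measured in 2 control and 2 Drosha-deficient libraries and in 2 control and 2 Dicer-deficient libraries of mouse ESCs, and RNA-seq in 3 control and 3 Drosha-deficient libraries. For Degradome-seq, the authors trimmed the reads with Trimmomatic, aligned them with STAR to GRCm38, counted read starts, chose pile-up sites with a classifier trained on miRNA sites and deposited RPM of the mapped reads for each library. The authors also deposited a log2 fold change, a p-value and an FDR from edgeR for each site. For RNA-seq, the authors aligned the reads with STAR, tested the genes with edgeR and deposited a table of log2 fold changes, mean log2 CPM and FDR. That table also holds a score, the quasi-likelihood F statistic from edgeR as deposited by the authors, which was not used here. Stem-loop sequences and cleavage sites were taken from Supplementary Table S5, of which 68 miRNA and 41 non-miRNA stem-loops were used and a part was not, and the mapped reads from Supplementary Table S1. Supplementary Table S6 was not used here.

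The planned test for Degradome-seq was one for counts. The deposited values are RPM. Multiplied by the mapped reads they lie near whole numbers, but the low values of some libraries start above 1 read, so they were not turned into counts and no count test was run here, although the authors ran one. In its place limma was used on log2 of RPM plus 0.1, with empirical Bayes variances that follow a mean-variance trend, and p-values were adjusted by the method of Benjamini and Hochberg over the sites of each table (3919 and 4666). Calls needed an FDR under 0.05 and a log2 fold change past −1.5 or 1.5. A floor of 3 reads, between 0.0868 and 0.105 RPM depending on the library, marks where counting error alone hides a value. A fold change against a group with both libraries at or under the floor is given as a lower bound. The difference between the Drosha and the Dicer comparison was tested as an interaction at the 2595 shared sites.

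Both the authors and this re-analysis used GRCm38. Sites were placed with the GENCODE vM21 annotation and compared with RefSeq genes. The definition of a linker-like site was chosen after the data were seen. At such a site at least 3 bases directly upstream in the reference match the 3′ end of the RNA linker. A stricter form asked for 8 of the last 12 bases, and the control was the same test 100 nt further upstream. Exact copies were counted in the genome for the first 30 bases at each site.

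Stem-loops were refolded with RNAfold without lonely pairs, and for the analyses by position with 25 nt of genome on either side. These longer folds were free, whereas the authors kept the pairs of the fold with 15-nt flanks. Positions count from 15 nt inside the ends of the sequences in Supplementary Table S5. Free folding kept 2546 of those 2911 pairs, and an alternative kept all of them. Groups of stem-loops were compared with two-sided permutation tests of 100000 draws, and shares with two-sided Fisher's exact tests. Motifs were sought at −14 (UG), 21 to 26 nt above the 5′ cleavage site (UGU or GUG) and 16 to 18 nt below the 3′ cleavage site (CNNC). For RNA-seq, the lists were hosts of miRNA stem-loops, hosts of non-miRNA stem-loops, 20 genes of feeder fibroblasts and 20 genes of pluripotency. The median of a list was placed among 10000 random lists matched in 20 bins of mean expression, except for the hosts of non-miRNA stem-loops, which were only described.

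The genes and sites named are those that the text, figures or legends of the paper name and the tables hold. Added to these in each Degradome-seq comparison are the 3 largest decreases and the 3 largest increases among called sites whose groups do not overlap and whose mean is at least 10 reads. The Dicer comparison had no called site to add. The alternatives changed the scaling, the pseudocount, the trend, the number of tests, the thresholds, the sites or stem-loops included, the flanks, the folding and the libraries. Which of them were set beforehand is given with their effects.

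On simulated data, 100% of 200 changed sites were recovered with the Drosha table and 98% with the Dicer table. Of the unchanged sites, 0 of 3719 and 0 of 4466 were called. The simulated changes lay well past the fold change threshold, with a fixed dispersion not taken from the data and no shift between replicates. The real Dicer control libraries differed by a median of 0.37 on the log2 scale (SD over sites 0.95). These shares are therefore not the power of the Dicer test. The folding code was tested on 6 structures, all read as drawn. Of 200 simulated comparisons of stem-loops without a difference, 8 were called, and of 200 with one, 200. Of 40 simulated gene lists without a shift, 1 was above and 1 below the central 95% of random lists, and of 40 with one, 40 were above. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, bedtools 2.31.1, R 4.3.3, limma 3.58.1 and RNAfold 2.7.2. The qRT-PCR, the small RNA libraries and the mGHG motif were not analysed here. The genes of the stem-loops that match the opposite strand are not reported here.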

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

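The tests of the linker sequence at antisense sites and at miRNA exons, the test of scaling, and the tests of priming at sites that differ between the lines were chosen after the result was seen. The other tests of this part were chosen before.

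The first pattern lies in the strand of the sites, which the paper does not discuss: 1084 of the 1473 sites decreased in Drosha-deficient cells were antisense to an exon of a protein-coding gene. So were 686 of the 913 sites (75.1%) that the authors' deposited table gives as decreased, and 619 of those 913 are linker-like. The pattern thus makes up most of the paper's set, and 6 of the 41 non-miRNA stem-loops used here lie at such sites. Genes that RefSeq has and GENCODE lacks account for few of the 1300 antisense sites, as 1.54% have a RefSeq gene on their strand. Antisense transcripts absent from both annotations would not be seen this way. Of the same 1300 sites, 76.8% have the last bases of the linker directly upstream in the reference, against 2.08% when the test is shifted by 100 nt. A candidate explanation is priming inside transcripts by the linker, or by a primer with its 3′ end, which would give reads on the opposite strand. Drosha cleavage of antisense transcripts would not require this sequence, and 4.21% of sites in miRNA exons have it. Of the 301 antisense sites without these last 3 bases, with a median log2 fold change of −2.0, 19.6% still match 8 of the last 12 bases of the linker, against 0.664% when shifted, so priming may reach a part of them. For the others neither explanation was tested.

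Why such sites fell in Drosha-deficient cells stays open. Linker-like sites on the strand of a protein-coding exon had a median log2 fold change of −1.56, so the fall is not limited to antisense sites. At shared linker-like antisense sites the Dicer line, which has Drosha, stood at a median log2 ratio of −1.35 to the Drosha control. Its first control library was above its second by 1.61, and its first deficient library above its second by 1.29. Deficient over control was 0.13 in that line, so this gap followed the replicate number there and not the condition. A difference between libraries in linker-primed reads and an effect of the loss of Drosha cannot be told apart, because each Drosha group was prepared with its own 2 libraries and the condition goes with the libraries.

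The second pattern also lies in sites outside those the paper discusses: 375 sites were increased in Drosha-deficient cells. Of these, 82.3% are in repeated (soft-masked) sequence, against 7.88% of the decreased sites and 48.8% of the sites called neither way. Reads from repeats may account for many of the increased sites, though the gap to the sites called neither way is smaller. Scaling alone, by a lower share of linker-primed reads, would raise the other sites by a common factor near that of the increased sites. The 2711 sites that are not linker-like had a median log2 fold change of −0.31 and an upper quartile of 0.71, under the threshold of 1.5. How many sites pass does depend on the scaling, with 281 for library sizes from uniquely mapped reads and 602 when centred on the median of all sites. Whether expression of repeats rose or reads with several places were spread differently was not tested.

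The third pattern is a difference between groups. The change at 124 of the 2595 shared sites differed between the Drosha and the Dicer comparison in the interaction test without a replicate term. With that term 1320 differed, 934 lower and 386 higher, so the direction that prevails depends on the fit. Without it, 80 were higher and 44 lower in the Drosha comparison. Of the 80 sites higher in the Drosha comparison, 45 lie between genes. Priming by the linker would need linker-like sites to be higher as well, but the 700 shared linker-like sites had a median log2 fold change of −2.15 in the Drosha and 0.06 in the Dicer comparison. What raised the 80 sites was not tested further. Of the 44 sites that were lower, 18 are in miRNA exons, and priming is argued against there too, as 4.21% of all 95 sites in miRNA exons are linker-like (2 of the 18). The 72 shared sites in miRNA exons had a median of −1.97 in the Drosha and −0.10 in the Dicer comparison, and the Dicer line was at −0.24 relative to the Drosha control. A need for Drosha and not for Dicer at the miRNA sites stays open as a hypothesis. Of the other 26 lower sites 15 are antisense to protein-coding exons and 61.5% are linker-like. Priming stays open for these, since they were chosen for their fall, which linker-like sites share.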

How the results depend on the processing

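Library sizes from uniquely mapped reads, the read minimum, the replicate block, the number of tests, the threshold of 1, the pseudocount of the replicate correlations, the omission of libraries, the motif distance, the gene priority and most choices for stem-loops (medians, folding, stem-loops included) and gene lists were set before the data were examined. Other pseudocounts for the fold changes, the trend, centring, single copies, linker-like sites, the 15-nt flanks, the kept pairs, the place of the site in the stem-loop, and any alternative for stem entropy, stacking by length, the ratio of variances or hosts without small RNA genes were chosen after the data were seen. Of 255 alternatives over 62 results, 206 kept direction and side of the threshold, or stayed within 1.5 times the count. Where nothing else is said, the cause was not tested.

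The 1473 sites decreased in Drosha-deficient cells became 405 with the number of tests the authors' FDR implies (a stricter adjustment by construction), 548 with a pseudocount of 1 RPM, 871 when centred on the median of all sites and 492 over the sites that are not linker-like (fewer sites by construction). The 375 increased sites became 163, 602 when centred on all sites and 118 over sites with 1 exact genomic copy. In the Dicer comparison, where 0 sites were called decreased and 0 increased (60 and 54 at an unadjusted p-value under 0.05), 1 was called increased over sites that are not linker-like.

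With a term for replicate (replicate block), 67 sites were decreased and 119 increased in Dicer-deficient cells, 20 were decreased in both lines and 1320 differed between the lines, 934 of them lower and 386 higher in the Drosha comparison, so the higher sites no longer outnumber the lower ones. The replicate numbers are shared by the groups, and deviations of the libraries of equal number correlated by 0.13 in the Drosha and 0.53 in the Dicer comparison (0.24 without linker-like sites). No paired analysis was possible for RNA-seq because the table holds no values per library.

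The 124 sites that differ between the lines became 212 with library sizes from uniquely mapped reads, 3 without a trend, 410 when centred on all sites, 484 when centred on sites that are not linker-like, 32 over sites with 1 copy and 286 over sites that are not linker-like. The squared replicate correlations became 0.895 and 0.915 (Drosha) and 0.771 and 0.878 (Dicer) with a pseudocount of 0.1, and 0.878 and 0.952 (Dicer) over sites that are not linker-like.

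Among stem-loop features, the difference of medians was 0 for length and 0.031 for lower G-C pairs (permutation p = 0.0691). For lower G-U pairs it was −0.00189 by medians and −0.00103 with linker-like or opposite-strand stem-loops left out, and for upper G-U pairs −0.0168 by medians and −0.00202 over stem-loops with a decreased site. With the 15-nt flanks, the terminal loop difference from 25 to 30 was −14.4 (permutation p = 0.0748) over all and −14.9 (p = 0.0973) over those found in the genome. Symmetrical loops differed by −0.602 (permutation p = 0.0343) over all, and asymmetrical loops by 1.55 and 1.47 (p = 1e-05 for both, the smallest possible). With 25-nt flanks and the pairs of the 15-nt fold kept, the terminal loop difference was also −14.9 (permutation p = 0.0973), asymmetrical loops differed by 1.52 (permutation p = 1e-05), pairing in the flank by 5.00 points (permutation p = 0.254) and the basal step by −16.5 points (permutation p = 0.0232). Over stem-loops with the Degradome-seq site 15 nt from an end (17 non-miRNA, fewer by construction), the terminal loop difference was −14.1 (permutation p = 0.197) and the basal step −16.4 points (permutation p = 0.0525). UGU or GUG within 1 nt differed by −19.3 points (Fisher's exact p = 0.0702). With a threshold of 1, RNA-seq gave 1970 increased and 904 decreased genes.

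Centred on all sites, Mir5121 reversed to 0.16 and Mir677 to 0.44. Leaving out 1 library at a time gives values with no test. By fold change alone, the 68 decreased and 119 increased sites of the Dicer comparison ranged from 41 to 270 and from 68 to 289, and the 1481 and 375 of the Drosha comparison from 1340 to 1580 and from 283 to 463. Mir5121 ranged from −1.19 to 0.32 and Mir677 from −1.12 to 0.81, and in the Dicer line Mir290a ranged from −0.60 to 0.094 and Mir106b from −0.92 to 0.051. Over 544 alternatives for 37 named sites, 7 were weaker, 13 stronger and 8 reversed, and 9 counts at unadjusted p-values moved.

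DESeq2 and the legacy options of glmQLFit were not run for Degradome-seq, as the values were used as RPM and not turned into counts. For RNA-seq the gene filter, replicate term, omission of libraries and DESeq2 were not run, since values per library were not used here.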

Differences from the paper's values

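In Drosha-deficient cells 1473 sites were decreased, against the paper's 913. None of the alternatives set before the data were examined reached it, while centring on the median of all sites, chosen after seeing the values, gave 871. In Dicer-deficient cells 0 sites were decreased (60 at an unadjusted p-value under 0.05), against the paper's 115. No alternative set before the data were examined reached it, the nearest being the replicate block with 67. At an unadjusted p-value the count of 60 became 95 with library sizes from uniquely mapped reads, within 1.5 times the paper's 115. Decreased in both were 0 sites, against the paper's 31, and the replicate block gave 20.

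The squared replicate correlations were 0.931 and 0.947 in the Drosha experiment, against the paper's about 0.98 and about 0.99 (Fig. S2d, read by eye). In the Dicer experiment they were 0.836 and 0.908, against the paper's about 0.97 and about 0.99 (Fig. S5c, read by eye). None of the alternatives set before the data were examined reached these values.

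Of the miRNA stem-loops, 16 were in no gene, 9 in exons of protein-coding genes and 20 in exons of lncRNA or other genes. The paper's values are about 0, about 3 (mRNA exons) and about 38 (Fig. 2d, read by eye). Of the non-miRNA stem-loops, 2 were in mRNA introns, 2 in exons and 0 in introns of lncRNA or other genes, against the paper's about 5, about 4 and about 1 (Fig. 2d, read by eye). Priority for protein-coding genes, set before the data were examined, reached none of them. The minimum free energy of Mir291a was −45.4 kcal/mol, against the paper's about −35 (Fig. 3e, read by eye), and no alternative was run for it. The refolded value equals that in the paper's Supplementary Table S5, so the difference is from the figure only.

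The paper states that UGU is the most common motif of miRNA stem-loops, where CNNC was in 63.6% and UGU or GUG in 44.1%. It states that non-miRNA stem-loops have none of the motifs, where 2 of 41 had UG, 10 of 41 UGU or GUG and 7 of 28 CNNC. These shares (4.88%, 24.4% and 25%) are near the rates at all places of the same sequences (8.89%, 17.9% and 18.7%), so they do not show the motifs above background. It describes the basal junctions of both groups as alike, where the step in pairing was 28.5 and 5.36 points with free folding. With the pairs of the 15-nt fold kept, as the authors describe and chosen here after seeing the data, it was 32.6 and 16.1 points (permutation p = 0.0232), a smaller gap, and over stem-loops with the Degradome-seq site 15 nt from an end, likewise chosen after seeing the data, the groups no longer differed (permutation p = 0.0525). It states that non-miRNA stem-loops have more asymmetrical internal loops, where the difference had a permutation p = 0.0723 with 25-nt flanks and reached p = 1e-05, the smallest possible, with 15-nt flanks (1.55) or with the pairs of the 15-nt fold kept (1.52), both chosen after seeing the data. It calls the Dgcr8 site in coding sequence dependent on Drosha, where the FDR by limma was 0.231 and no alternative called it. The authors' deposited table gives the Plekhm1 site as decreased in Dicer-deficient cells, where the FDR by limma was 0.465 and the replicate block, with 67 calls, called it.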

Other observations

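The tests of this part were chosen before their results were seen.

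In the Drosha table 43 sites have values near-identical to those of another site in all 4 libraries. Of these, 62.8% share their first 30 bases with another, so reads that align to several places may have been counted at each of them. At 128 sites the log2 fold change from the deposited values and that in the authors' deposited table differ by more than 1. Of these, 50% have exact copies in the genome, against 31.3% of the other sites. Reads of several places may thus be in the deposited values and not in the authors' test. This does not cover the discordant sites without copies. Among them is Mns1, with no read in Drosha-deficient libraries, at −4.73 here and −9.32 in the authors' deposited table. No biological explanation was tested for either pattern.

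In the authors' deposited table of RNA-seq, more genes were increased (1088) than decreased (375). A larger share of feeder fibroblasts may raise their genes, but the fibroblast list had a median log2 fold change of −0.73 in the authors' deposited table, below all 10000 random lists, with 17 of 20 genes lower. Of the list, 17 had an FDR under 0.05 over all genes and 17 adjusted over the list alone. Its 5 most abundant genes, Fn1, Sparc, Col1a1, Acta2 and Tagln, were between −0.60 and 0.11. The pluripotency list had a median of −0.51, at percentile 0.11 of the random lists, with 17 of 20 genes lower, 17 with an FDR under 0.05 over all genes and 17 adjusted over the list alone. Its 5 most abundant genes, Dppa5a, Pou5f1, Tdgf1, Tfcp2l1 and Nanog, were between −1.03 and −0.34. A lower share of pluripotent cells alone would raise the fibroblast genes, which were lower as well. A rise of another cell type, and regulation within ESCs, stay open.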
